# NF-κB-regulated microRNA-574-5p underlies synaptic and cognitive impairment in response to atmospheric PM_2.5_ aspiration

**DOI:** 10.1186/s12989-017-0215-3

**Published:** 2017-08-29

**Authors:** Tingting Ku, Ben Li, Rui Gao, Yingying Zhang, Wei Yan, Xiaotong Ji, Guangke Li, Nan Sang

**Keywords:** PM_2.5_, β-site amyloid precursor protein cleaving enzyme 1 (β-secretase, BACE1), MicroRNA-574-5p (miR-574-5p), NF-κB, Synaptic dysfunction, Spatial memory and learning

## Abstract

**Background:**

PM_2.5_ (particulate matter ≤ 2.5 μm) is one of the leading environmental risk factors for the global burden of disease. Whereas increasing evidence has linked the adverse roles of PM_2.5_ with cardiovascular and respiratory diseases, limited but growing emerging evidence suggests that PM_2.5_ exposure can affect the nervous system, causing neuroinflammation, synaptic dysfunction and cognitive deterioration. However, the molecular mechanisms underlying the synaptic and cognitive deficits elicited by PM_2.5_ exposure are largely unknown.

**Methods:**

C57BL/6 mice received oropharyngeal aspiration of PM_2.5_ (1 and 5 mg/kg bw) every other day for 4 weeks. The mice were also stereotaxically injected with β-site amyloid precursor protein cleaving enzyme 1 (β-secretase, BACE1) shRNA or LV-miR-574-5p lentiviral constructs in the absence or presence of PM_2.5_ aspiration at 5 mg/kg bw every other day for 4 weeks. Spatial learning and memory were assessed with the Morris water maze test, and synaptic function integrity was evaluated with electrophysiological recordings of long-term potentiation (LTP) and immunoblot analyses of glutamate receptor subunit expression. The expression of α-secretase (ADAM10), BACE1, and γ-secretase (nicastrin) and the synthesis and accumulation of amyloid β (Aβ) were measured by immunoblot and enzyme-linked immunosorbent assay (ELISA). MicroRNA (miRNA) expression was screened with a microRNA microarray analysis and confirmed by real-time quantitative reverse transcription PCR (qRT-PCR) analysis. Dual-luciferase reporter gene and chromatin immunoprecipitation (ChIP) analyses were used to detect the binding of miR-574-5p in the 3’UTR of BACE1 and NF-κB p65 in the promoter of miR-574-5p, respectively.

**Results:**

PM_2.5_ aspiration caused neuroinflammation and deteriorated synaptic function integrity and spatial learning and memory, and the effects were associated with the induction of BACE1. The action was mediated by NF-κB p65-regulated downregulation of miR-574-5p, which targets BACE1. Overexpression of miR-574-5p in the hippocampal region decreased BACE1 expression, restored synaptic function, and improved spatial memory and learning following PM_2.5_ exposure.

**Conclusions:**

Taken together, our findings reveal a novel molecular mechanism underlying impaired synaptic and cognitive function following exposure to PM_2.5_, suggesting that miR-574-5p is a potential intervention target for the prevention and treatment of PM_2.5_-induced neurological disorders.

**Electronic supplementary material:**

The online version of this article (10.1186/s12989-017-0215-3) contains supplementary material, which is available to authorized users.

## Background

Air pollution contributes to a broad array of acute and chronic health effects, with an estimated impact of 5.5 million deaths per year worldwide [1]. Air pollution represents a diverse mixture of substances, including particulate matter (PM), gases, organic compounds, and toxic metals [2]. Among these, fine particles (PM ≤ 2.5 μm; PM_2.5_) appear to be one of the most harmful components and greatest health threats and have been heavily implicated in disease [3]. While increasing evidence has linked the adverse effects of PM_2.5_ to cardiovascular and respiratory diseases, recent limited but growing evidence suggests that PM_2.5_ exposure can affect the nervous system, indicating an association between exposure to particulate air pollution and cognitive function [4–9]. This supposition is supported by animal and human studies showing that air pollution induces neuroinflammation and neurodegeneration and alters cognitive function [10–19]. Changes in cognitive function are the main performance factors resulting from nervous system dysfunction [20] and are the prodromal symptom of many neurological diseases [21, 22]. Synaptic plasticity is considered to be the biological basis of cognitive activity at the cellular level [23]. Glutamate receptors, including *N*-methyl-D-aspartate (NMDA) receptors and α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (AMPA) receptors, are responsible for the functional integrity of excitatory synapses and are central to the molecular mechanisms of learning and memory [24]. Individuals displaying inflammation and neurodegeneration resulting from air pollutants may be more likely to develop cognitive deficits [25] and may be at greater risk for the development of progressive neurodegenerative diseases such as Alzheimer’s disease (AD) [26]. Importantly, recent experimental studies have demonstrated that PM_2.5_ alters synaptic gene expression, causes synaptic dysfunction, and promotes the development of early AD-like neuropathology [16, 27, 28]. However, the molecular mechanisms underlying the synaptic and cognitive deficits elicited by PM_2.5_ exposure are largely unknown.

MicroRNAs (miRNAs), a group of 18- to 25-nucleotide-long noncoding RNA molecules, are increasingly being recognized as key regulators that target proteins at the translational level [29]. Importantly, altered miRNA profiles are associated with cognitive deterioration and neurodegenerative diseases, including AD [30–32]. miRNA loss in mice due to deficient expression of Dicer or DGCR8, two essential components of the miRNA biogenesis pathway [33], leads to alterations in synaptic protein expression, dendritic spines, synaptic transmission, and learning and memory [34, 35]. Although a few studies have demonstrated that miRNA dysregulation is associated with exposure to PM, diesel exhaust particles and carbon black nanoparticles [36–39], little is known about whether PM_2.5_ exposure alters the miRNA profile in the brain and whether and how the dysregulated miRNAs mediate PM exposure-induced synaptic and cognitive deficits.

β-Site amyloid precursor protein (APP) cleaving enzyme 1 (β-secretase, BACE1) is a critical enzyme catalyzing amyloid β (Aβ) peptide generation by cleaving APP, and BACE1 activation is a hallmark of early stage cognitive deficits and plays an important role in progressive conversion to AD. Previously, several miRNAs have been demonstrated to be involved in post-transcriptional regulation of BACE1, including miR-9, miR-29, miR-107, miR-186, miR-188, miR-298, and miR-328 [40, 41]. Alterations in specific miRNA levels can upregulate expression and stability of BACE1 protein, which in turn contributes to synaptic and cognitive deficits. In the present study, we show that PM_2.5_ aspiration impaired synaptic and cognitive function, and the effects were associated with the induction of BACE1. Furthermore, we provide evidence that this action was mediated by NF-κB p65-induced downregulation of miR-574-5p, which targets BACE1. Importantly, overexpression of miR-574-5p in the hippocampal region decreased BACE1 expression, restored synaptic function, and improved spatial memory and learning following PM_2.5_ aspiration. Our results reveal a novel miRNA-modulated mechanism responsible for synaptic and cognitive impairments caused by PM_2.5_ exposure.

## Results

During the experiment, none of the animals died, and food intake and body weight remained unchanged following PM_2.5_ aspiration.

### PM_2.5_ aspiration induces lung and systemic inflammation

Neuroinflammation is one of the main pathogenic mechanisms leading to synaptic and cognitive deficits, and PM can invade the brain through inflammatory mediators released from primary entry organs or secondary deposition sites [42]. To clarify this possibility, we first detected the lung and systemic inflammation response to PM_2.5_ and an inert particle (black carbon) at the same level of exposure. As shown in Fig. 1, PM_2.5_ aspiration dose-dependently increased IL-1β and TNF-α levels in the lungs, blood and brain, and significant changes were observed at 1 mg/kg bw for IL-1β in the lungs and TNF-α in the blood and at 5 mg/kg bw for both IL-1β and TNF-α in the lungs, blood and brain. The results suggest the possibility that PM_2.5_ exposure affects the nervous system through systemic inflammation.

**Fig. 1:**
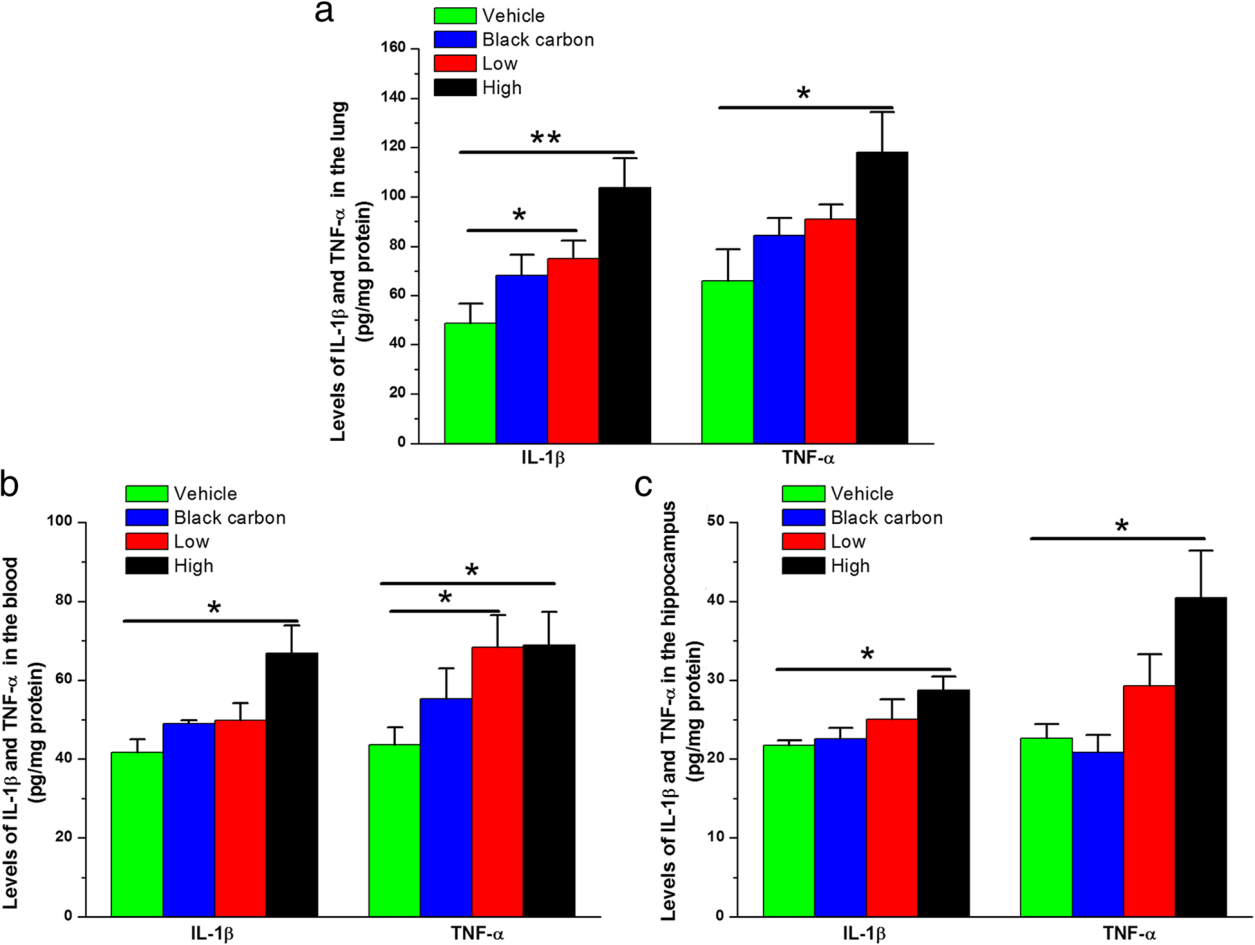
PM_2.5_ aspiration increases IL-1β and TNF-α levels in the (**a**) lung, (**b**) blood and (**c**) hippocampus. The data are expressed as the means ± SE (*n* = 6 mice/group). *P < 0.05 and **P < 0.01. Low = 1 mg/kg PM_2.5_; High = 5 mg/kg PM_2.5_

### PM_2.5_ exposure stimulates BACE1 expression and deteriorates functional synaptic integrity and spatial learning and memory

PM_2.5_ has been reported to alter the brain inflammatory milieu and accelerate AD progression, mainly through BACE1-catalyzed APP cleavage [27]. Additionally, the sequential cleavage of APP by BACE1 [43, 44] and γ-secretase (a complex composed of presenilin, nicastrin, Aph1 and Pen2) to Aβ [45, 46] is central to the pathophysiology of AD and is likely to play an early role in cognitive dysfunction. Aβ formation can be prevented by the activities of α-secretase, which has been identified as ADAM10 [47]. Thus, we hypothesized that PM_2.5_ aspiration might promote BACE1- and γ-secretase- but not α-secretase-mediated cleavage of APP, leading to Aβ synthesis and accumulation and synaptic and cognitive impairment. To test this idea, we treated animals with PM_2.5_ at two dosing regimens (1 and 5 mg/kg bw) and first measured the levels of hippocampal Aβ and APP, BACE1, γ-secretase (nicastrin) and α-secretase (ADAM10) expression. Unexpectedly, PM_2.5_ aspiration did not increase production or deposition of Aβ42 (Fig. 2a). However, the expression of APP and BACE1, but not γ-secretase (nicastrin) or α-secretase (ADAM10), were elevated, and a significant difference was found following PM_2.5_ aspiration at 5 mg/kg bw (Fig. 2b).

**Fig. 2:**
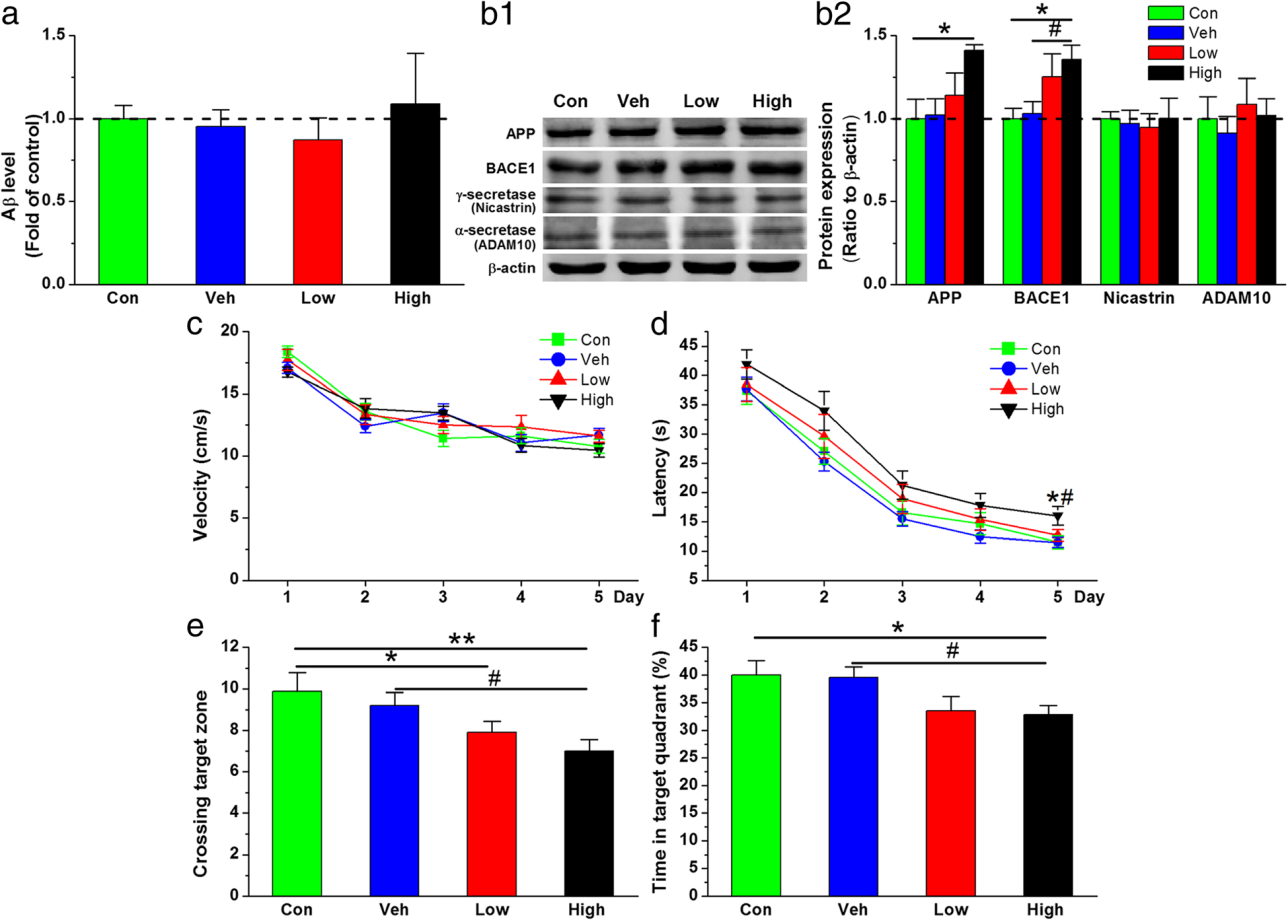
PM_2.5_ exposure stimulates BACE1 expression and impairs spatial learning and memory. **a** ELISA detection of Aβ42 content. (**b1**) Representative protein bands of immunoblot analysis for APP, BACE1, *γ*-secretase (nicastrin) and *α*-secretase (ADAM10). (**b2**) Quantification of APP, BACE1, *γ*-secretase (nicastrin) and *α*-secretase (ADAM10) expression. The data are presented as the means ± SE (*n* = 4 to 8 mice/group). **c** Swim velocity over 5 days of invisible training to find the hidden platform in the Morris water maze. **d** Learning curve over 5 days of invisible training to find the hidden platform in the Morris water maze. Retention memory was determined using a probe trial test conducted 24 h after 5 days of training. During the probe test, the platform was removed from the pool. **e** Number of times crossing the target zone. **f** Percentage of time spent in the target quadrant. The data are expressed as the means ± SE (*n* = 13 to 14 mice/group). */^#^ *P* < 0.05; **P < 0.01. Con = control group. Veh = vehicle control; Low = 1 mg/kg PM_2.5_; High = 5 mg/kg PM_2.5。_In all figures, unless stated otherwise, the *dotted line* crossing the y-axis at 1.0 represents data normalized to the control or vehicle control

Not only does BACE1 initiate Aβ formation, but increased BACE1 activity may affect normal synaptic functioning. Therefore, BACE1 is classified as a hallmark of early cognitive impairment [48, 49]. Deficits in learning and memory are the principal characteristic of cognitive dysfunction. Therefore, we performed the Morris water maze test to assess whether PM_2.5_ exposure impairs spatial learning and memory. During the training trials, PM_2.5_-exposed mice exhibited a longer time to reach the hidden platform than the vehicle control animals, but no alteration in swimming speed was observed (Fig. 2c and d). In the probe trial, the number of crossings through the target zone (Fig. 2e) and the time spent in the target quadrant (Fig. 2f) were decreased compared with those in the vehicle control condition, and there was a statistically significant difference between the mice treated with vehicle and those treated with PM_2.5_ at 5 mg/kg bw. The reduced number of crossings and shorter duration stay in the target quadrant demonstrated a decrease in memory retention, indicating that PM_2.5_ aspiration impaired spatial learning and memory.

Synaptic failure is the cellular basis for cognitive impairment and is largely reflected by impaired long-term synaptic plasticity in terms of long-term potentiation (LTP). To clarify whether PM_2.5_ exposure affects long-term synaptic plasticity following BACE1 elevation, we measured LTP at the perforant path synapses in the dentate gyrus (DG) of the hippocampus. As shown in Fig. 3a, LTP was impaired in mice following 5 mg/kg bw PM_2.5_ exposure. Considering that the glutamate receptor is responsible for excitatory synaptic integrity, we further detected the expression of NMDA and AMPA receptor subunits (GluA1, GluA2, GluN1, GRIN2A, and GRIN2B). As shown in Fig. 3b, the expression of glutamate receptor subunits was reduced with increasing aspiration dose, with statistically significant differences between controls and exposure to PM_2.5_ at 1 and 5 mg/kg bw for GluA2 and at 5 mg/kg bw for GluA1, GluN1, GRIN2A, and GRIN2B. Additionally, we found that expression of postsynaptic density protein 95 (PSD-95), a postsynaptic marker, was statistically significantly reduced (Fig. 3c), and the synaptic ultrastructures of hippocampi also showed a thinned PSD and reduced synaptic vesicle density (Additional file 1: Figure S1). These results indicate increased BACE1 expression, as well as deterioration in functional synaptic integrity and spatial learning and memory in PM_2.5_-exposed animals.

**Fig. 3:**
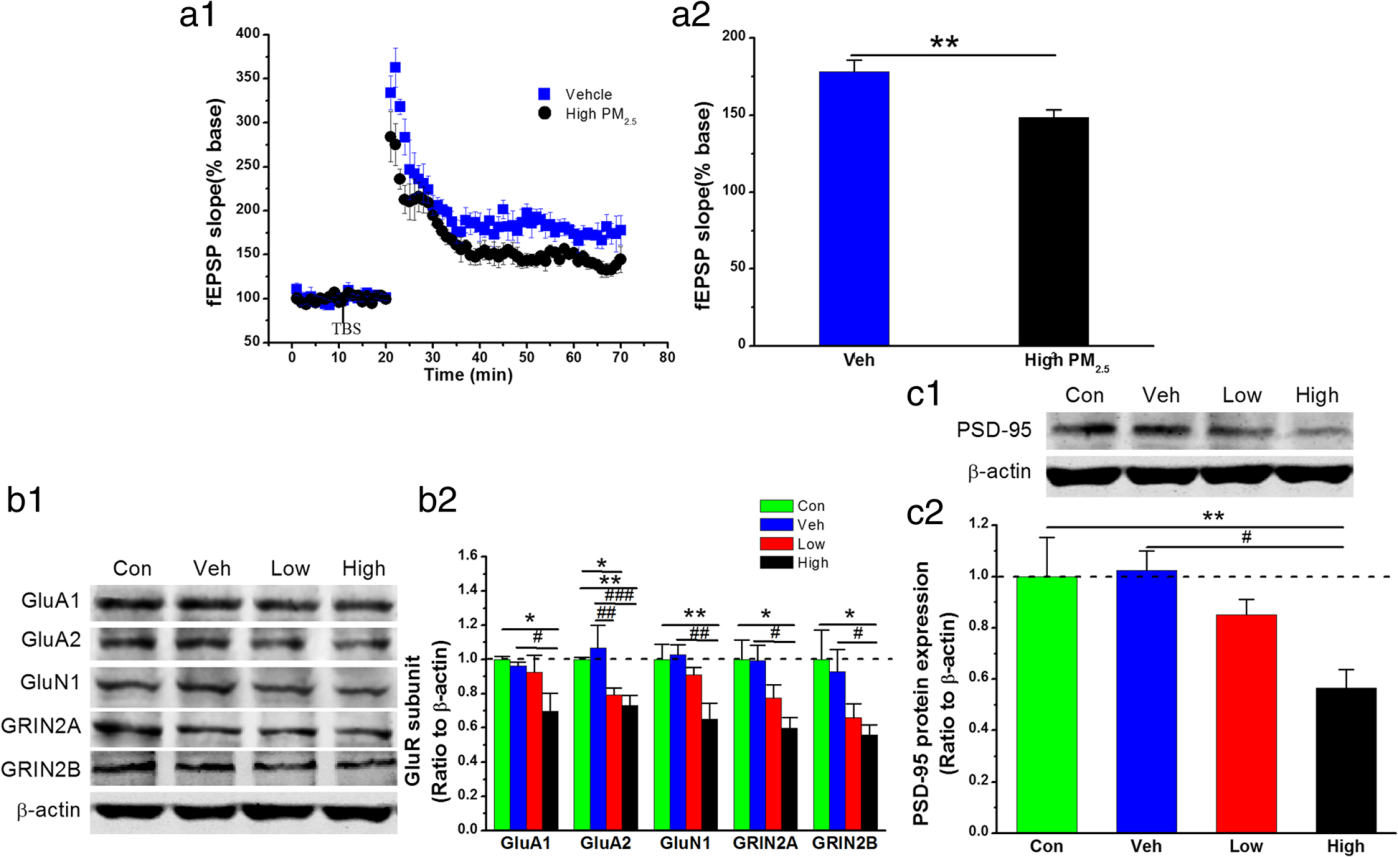
PM_2.5_ exposure impairs functional synaptic integrity. (**a1**) Time courses of changes in the field excitatory postsynaptic potential (fEPSP) slope under different treatments. (**a2**) Mean values of the fEPSP slope averaged from 56 to 60 min after theta burst stimulation (TBS). The data are expressed as the means ± SE (*n =* 6 mice/group). (**b1**) Representative protein bands of immunoblot analysis for AMPA (GluA1 and GluA2) and NMDA (GluN1, GRIN2A, and GRIN2B). (**b2**) Quantification of AMPA (GluA1 and GluA2) and NMDA (GluN1, GRIN2A, and GRIN2B) receptor expression. (**c1**) Representative protein bands of immunoblot analysis for PSD-95. (**c2**) Quantification of PSD-95 expression. The data are expressed as the means ± SE (*n* = 4 to 8 mice/group). */^#^ *P* < 0.05; **/^##^ *P* < 0.01; ***/^###^ *P* < 0.001. Con = control group. Veh = vehicle control; Low = 1 mg/kg PM_2.5_; High = 5 mg/kg PM_2.5_; High PM_2.5_ = 5 mg/kg PM_2.5_

### BACE1 inhibition maintains functional synaptic integrity and improves spatial learning and memory after PM_2.5_ aspiration

If sustained BACE1 elevation following PM_2.5_ exposure contributes to impairments in functional synaptic integrity and spatial learning and memory, then BACE1 inhibition should eliminate or attenuate these impairments. To test this hypothesis, we silenced BACE1 expression by stereotaxically injecting a lentivirus vector (LV) expressing BACE1 shRNA into the hippocampal area (Fig. 4a), and we subsequently determined whether BACE1 inhibition diminished the reduced expression of glutamate AMPA and NMDA receptor subunits after PM_2.5_ aspiration. The results indicated that GluA1, GluA2, GluN1, GRIN2A, and GRIN2B expression was significantly reduced in response to PM_2.5_ exposure at 5 mg/kg bw, and the reduction was attenuated or prevented by genetic BACE1 inhibition (Fig. 4b). Meanwhile, PM_2.5_-attenuated expression of PSD-95 (Fig. 4c) and abnormal synaptic ultrastructures (Additional file 1: Figure S2) were rescued by BACE1 silencing. Consistently, BACE1 inhibition also prevented LTP deterioration induced by PM_2.5_ at the perforant path synapses (Fig. 4d).

**Fig. 4:**
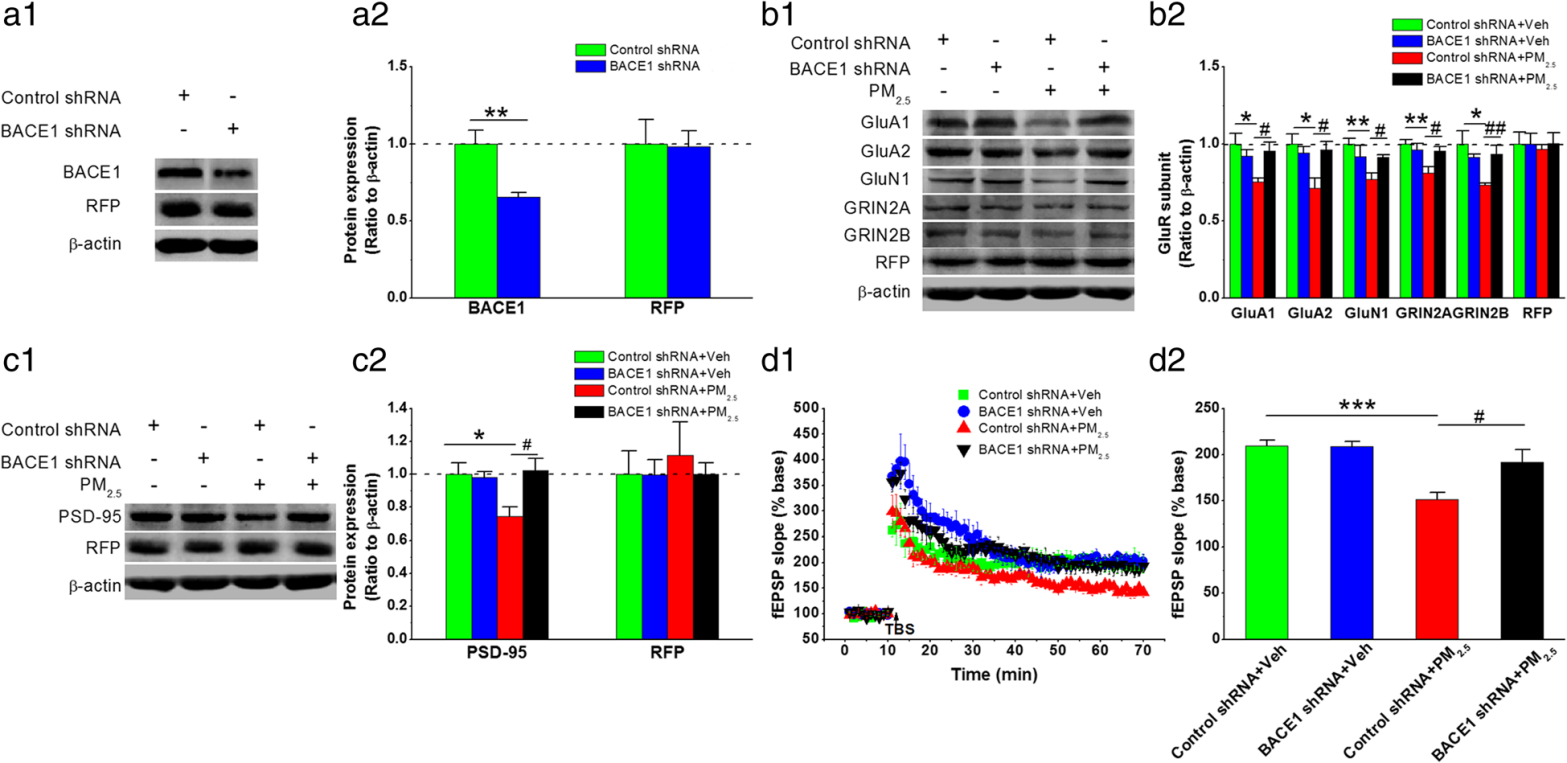
BACE1 inhibition maintains functional synaptic integrity following PM_2.5_ aspiration. (**a1**) Representative protein bands of immunoblot analysis for BACE1 and red fluorescent protein (RFP). (**a2**) Quantification of BACE1 and RFP expression. (**b1**) Representative protein bands of immunoblot analysis for AMPA (GluA1 and GLuA2), NMDA (GluN1, GRIN2A, and GRIN2B) and RFP. (**b2**) Quantification of AMPA (GluA1 and GluA2), NMDA (GluN1, GRIN2A, and GRIN2B) and RFP expression. (**c1**) Representative protein bands of immunoblot analysis for PSD-95 and RFP expression. (**c2**) Quantifications of PSD-95 and RFP expression. RFP expression was used as a marker to indicate viral infection in the immunoblot assay. The data are expressed as the means ± SE (*n* = 6 to 8 mice/group). (**d1**) Time courses of changes in the field excitatory postsynaptic potential (fEPSP) slope under different treatments. (**d2**) Mean values of the fEPSP slope averaged from 56 to 60 min after theta burst stimulation (TBS). The data are expressed as the means ± SE (*n* = 6 mice/group). */^#^ *P* < 0.05; **/^##^ *P* < 0.01; ***/^###^ *P* < 0.001

PM_2.5_ exposure deteriorates learning and memory functions. If this action is associated with BACE1 elevation, then BACE1 inhibition should restore the impairment. To test the implications of these findings, we determined the effect of genetic BACE1 inhibition on spatial learning and memory in animals treated with PM_2.5_. As shown in Fig. 5a-d, genetic BACE1 inhibition diminished the deterioration in spatial learning and memory associated with PM_2.5_ aspiration. These findings suggest that BACE1 plays a critical role in synaptic and cognitive deterioration following PM_2.5_ exposure.

**Fig. 5:**
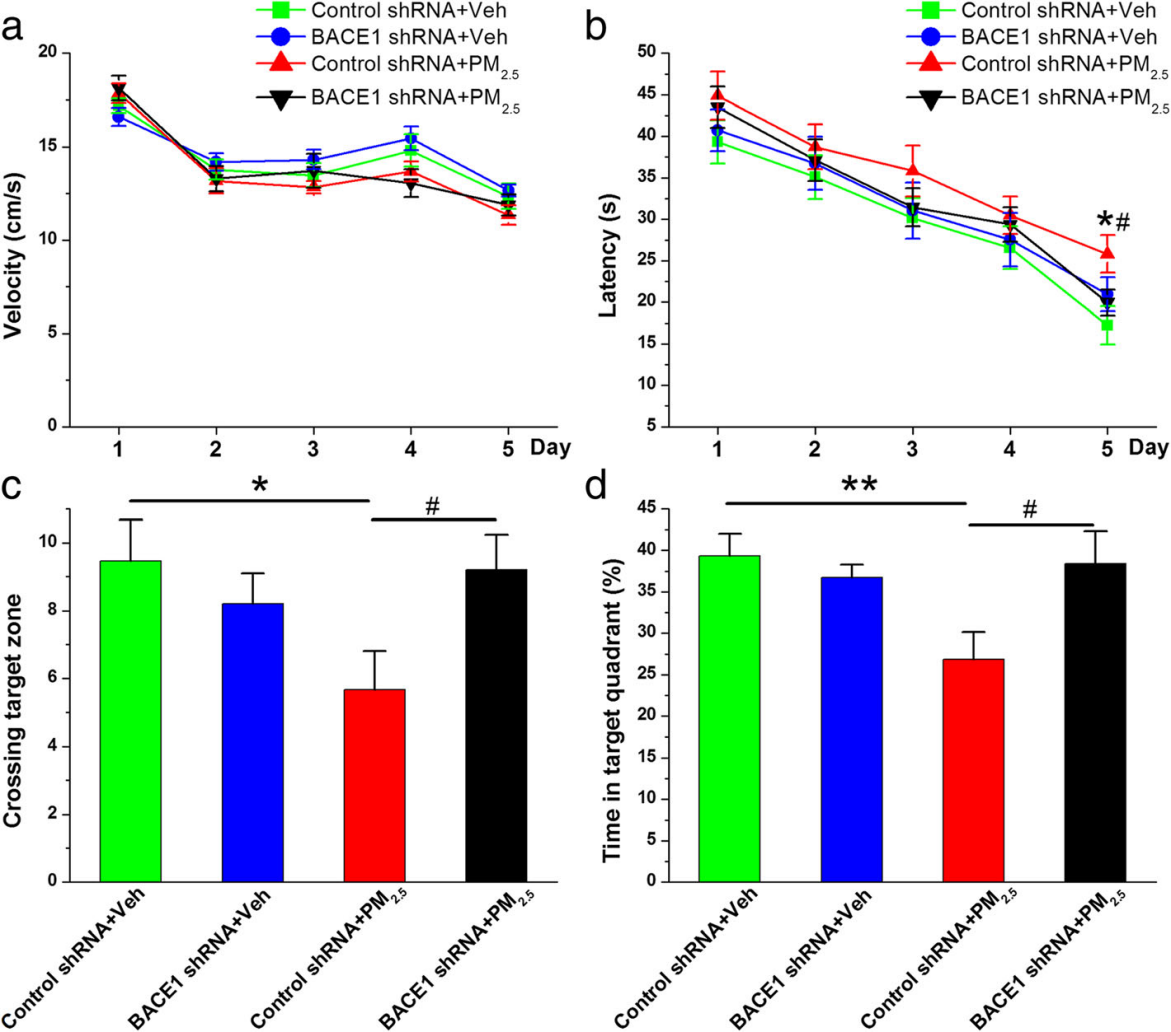
BACE1 inhibition improves spatial learning and memory following PM_2.5_ aspiration. **a** Swim velocity over 5 days of invisible training to find the hidden platform in the Morris water maze. **b** Learning curve over 5 days of invisible training to find the hidden platform in the Morris water maze. **c** Number of times crossing the target zone. **d** Percentage of time spent in the target quadrant. The data are expressed as the means ± SE (*n* = 13 to 14 mice/group). */^#^ *P* < 0.05; **/^##^ *P* < 0.01

### PM_2.5_ exposure downregulates the expression of miR-574-5p which has a binding site in the 3′UTR of BACE1

To determine the molecular mechanism by which PM_2.5_ augmented BACE1 expression and produced deficits in synaptic transmission and spatial learning and memory, microarray was used as initial screening using unadjusted *p* < 0.05, with expression of relevant candidates verified by real-time qPCR. 

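Hippocampal RNA was hybridized to 9 Agilent mouse miRNA arrays, with 1 array per mouse. The mice were male C57BL/6, and 3 received saline (control), 3 received PM2.5 at 1 mg/kg bw and 3 received PM2.5 at 5 mg/kg bw over 4 weeks. Such an array measures the fluorescence of labelled RNA bound to spots of short DNA probes, each complementary to part of a miRNA. It carried 1247 mouse miRNAs, each with 1 to 4 probes and a median of 40 spots. Feature Extraction software subtracted the background of each spot and called each miRNA detected or not detected on each array, and these values were not normalized between arrays. The methods name GeneSpring for the analysis, and the statistics section names LSD's post hoc comparison of the PM2.5 and control groups, but the paper's text does not name a normalization for the arrays. From the background-subtracted signals, the spots of a probe were averaged, the probes of a miRNA were summed, and each array was divided by the 75th percentile of its miRNAs detected on all 9 arrays. Values below the lowest detected signal of an array were raised to it, and all values were then expressed on the log2 scale.
Between 410 and 436 miRNAs were detected per array, with a median of 420 in the control group, 433 at 1 mg/kg bw and 429 at 5 mg/kg bw. The 75th percentile of the signal lay between 492 and 614 units, and 0 spots were saturated. The 424 miRNAs detected on all 3 arrays of at least 1 group were tested with limma, of which 395 were detected on all 9 arrays. The number of arrays limits the precision of every comparison. The arrays lay on 2 slides. Row 1 of slide 1 held the 3 control arrays and 1 mg/kg bw replicate 1, row 2 held 1 mg/kg bw replicates 2 and 3 with 5 mg/kg bw replicates 1 and 2, and 5 mg/kg bw replicate 3 lay in row 1 of slide 2, alone. The row of the slide and the dose therefore overlap in part, since row 1 holds all 3 control arrays and 2 of the 6 PM2.5 arrays.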

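At 5 mg/kg bw, 40 of the 424 tested miRNAs differed from the control at an unadjusted p under 0.05, of which 17 were higher and 23 were lower. At that threshold 21.2 miRNAs are expected by chance. Without scaling between arrays, 34 passed it, of which 33 were higher and 1 was lower. After Benjamini-Hochberg adjustment 0 miRNAs passed 0.05 in limma, and the lowest adjusted p was 0.270. The 3 PM2.5 arrays and the 3 control arrays did not overlap for 68 miRNAs, which is 16.0% of those tested, and chance gives 10% on average. MiRNAs on the same arrays are not independent, so counts by chance can lie far from these averages. Over the 10 splits of these 6 arrays into 3 and 3, the count at an unadjusted p under 0.05 ran from 2 to 131. It was at least 40 in 3 of them, the real one included, so no excess over chance is shown. The count moved most when 5 mg/kg bw replicate 3, alone on its slide, was left out, which gave 120 miRNAs at an unadjusted p under 0.05. With the row of the slide as a block, a fit chosen after the positions of the arrays were seen, it was 14.
Among the 40 miRNAs, the log2 changes ran from -0.43 to 0.44. The largest rises without overlap between the groups were those of miR-376a-3p, by 0.44 (standard error 0.15, adjusted p = 0.460 in limma), miR-127-5p, by 0.44 (standard error 0.16), and miR-708-5p, by 0.39 (standard error 0.11). The changes of miR-127-5p and miR-708-5p, which are dim, had the opposite sign under another background correction (normexp), at -0.012 and -0.042. The largest fall was that of miR-681, at -0.43 (standard error 0.15), which was detected on 3 of 3 control arrays and on 1 of 3 arrays at 5 mg/kg bw. The log2 signal of miR-709 was 1.80 ± 0.03 (SD, n = 3) in the control group and 1.39 ± 0.10 (SD, n = 3) at 5 mg/kg bw, a change of -0.40 (standard error 0.08, adjusted p = 0.270 in limma). The change of miR-5119 was -0.38 (standard error 0.16).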

Compared with their expression in the control, 20 miRNAs were upregulated or downregulated in response to PM_2.5_ treatment at 5 mg/kg bw (Fig. 6a, *P* < 0.05). Among these altered miRNAs, miR-574-5p was homologous to the corresponding human miRNA, and the significantly downregulated expression was validated by miRNA real-time qPCR (Fig. 6b). 

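On the array, mouse miR-574-5p (mmu-miR-574-5p) was measured by 2 probes of 20 spots each, ACACACTCACACACACA and ACACACTCACACACACAC. Their positions in the files lie on chromosome 5 from 64970334 to 64970350. The files do not state the build of these positions consistently, and all 1198 probe positions with a miRNA of the same name in the RefSeq annotation of GRCm38 lay inside that miRNA. In this annotation Mir574 runs from 64970318 to 64970395 and lies within the span of Fam114a1 and of Tlr6. The probes had mean signals of 55.3 and 111 units, and miR-574-5p was detected on all 9 arrays.
The log2 normalized signal of miR-574-5p was -1.61 ± 0.11 (SD, n = 3) in the control group and -1.82 ± 0.05 (SD, n = 3) at 5 mg/kg bw. The log2 change was -0.21 (standard error 0.09, adjusted p = 0.469 in limma), or 0.862-fold of the control. It was among the 40 miRNAs at an unadjusted p under 0.05, at rank 31 by p, and at rank 17 among those that fell. All 3 arrays at 5 mg/kg bw lay below all 3 control arrays (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 arrays allow). With 1 probe at a time the change was -0.24 for the shorter and -0.20 for the longer probe. The fall was not past the threshold with the row of the slide as a block (-0.13, standard error 0.10), with the replicate number as a block (-0.21, standard error 0.09), without scaling between arrays (-0.10, where the median of all tested miRNAs rose by 0.11) or with the total signal per miRNA that the files give (-0.057, where that median rose by 0.14). The arrays of row 2 lay below those of row 1 in every case, by -0.20 on average (two-sided exact permutation test over 126 arrangements, p = 0.0159).

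**Figure D1:**
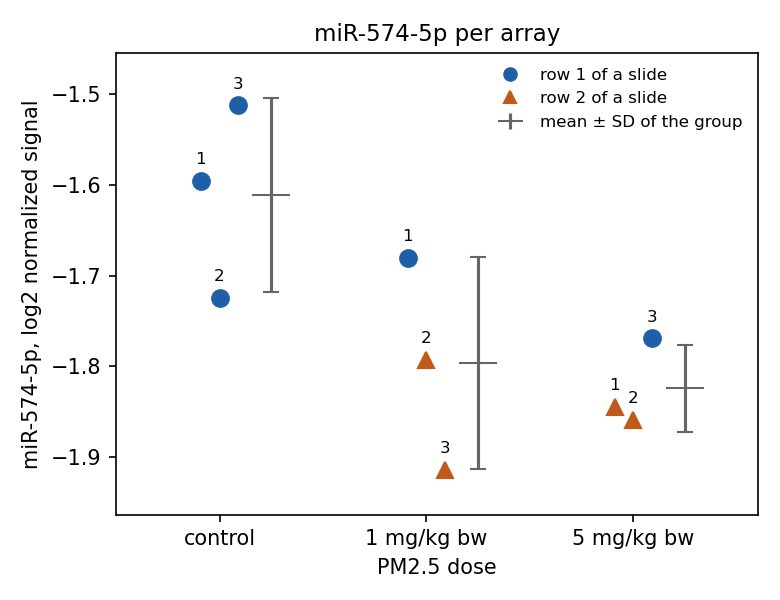
Log2 normalized signal of miR-574-5p (y axis) on each array by PM2.5 dose (x axis), with circles for arrays in row 1 of a slide, triangles for row 2, the replicate number above each point, and the mean and SD of each group beside it. The control arrays lie between -1.72 and -1.51, those at 1 mg/kg bw between -1.91 and -1.68, and those at 5 mg/kg bw between -1.86 and -1.77.

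The sequence of miR-574-5p is largely a UG repeat, which other mouse miRNAs share. The tested members of the repeat families miR-297, miR-466, miR-467 and miR-669, with miR-574-5p left out, had a mean log2 change of -0.036 and a median of -0.20 at 5 mg/kg bw over 16 miRNAs, of which 9 fell (limma camera with a preset correlation of 0.01, adjusted p = 0.0592 over 2 lists, and the rotation test fry, adjusted p = 0.305). The 5 other tested miRNAs with at least 4 repeat units in a row in a probe had a mean of -0.16 and a median of -0.27 (over the 12 tests of lists, camera adjusted p = 0.0559 and fry adjusted p = 0.217). Of these 5, 4 fell, but 1 of the 4, miR-672-5p, was nearly unchanged at -0.0031. Among the 16 family members, only miR-466i-5p and miR-669n were also in this list of 5. The result of the families therefore says little about a repeat shared with miR-574-5p.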

Considering its relationship with central nervous system development and that mediation of post-transcriptional regulation [50] and dysregulation of miR-574-5p have been reported in neurodegenerative diseases [51, 52], we focused on miR-574-5p and examined its predicted binding sites in the 3′ untranslated region (UTR) of BACE1. Our results showed that miR-574-5p expression was decreased to 0.89- and 0.76-fold of the control after PM_2.5_ exposure at 1 and 5 mg/kg bw, respectively, with a statistical significant difference being observed at the higher dose.

**Fig. 6:**
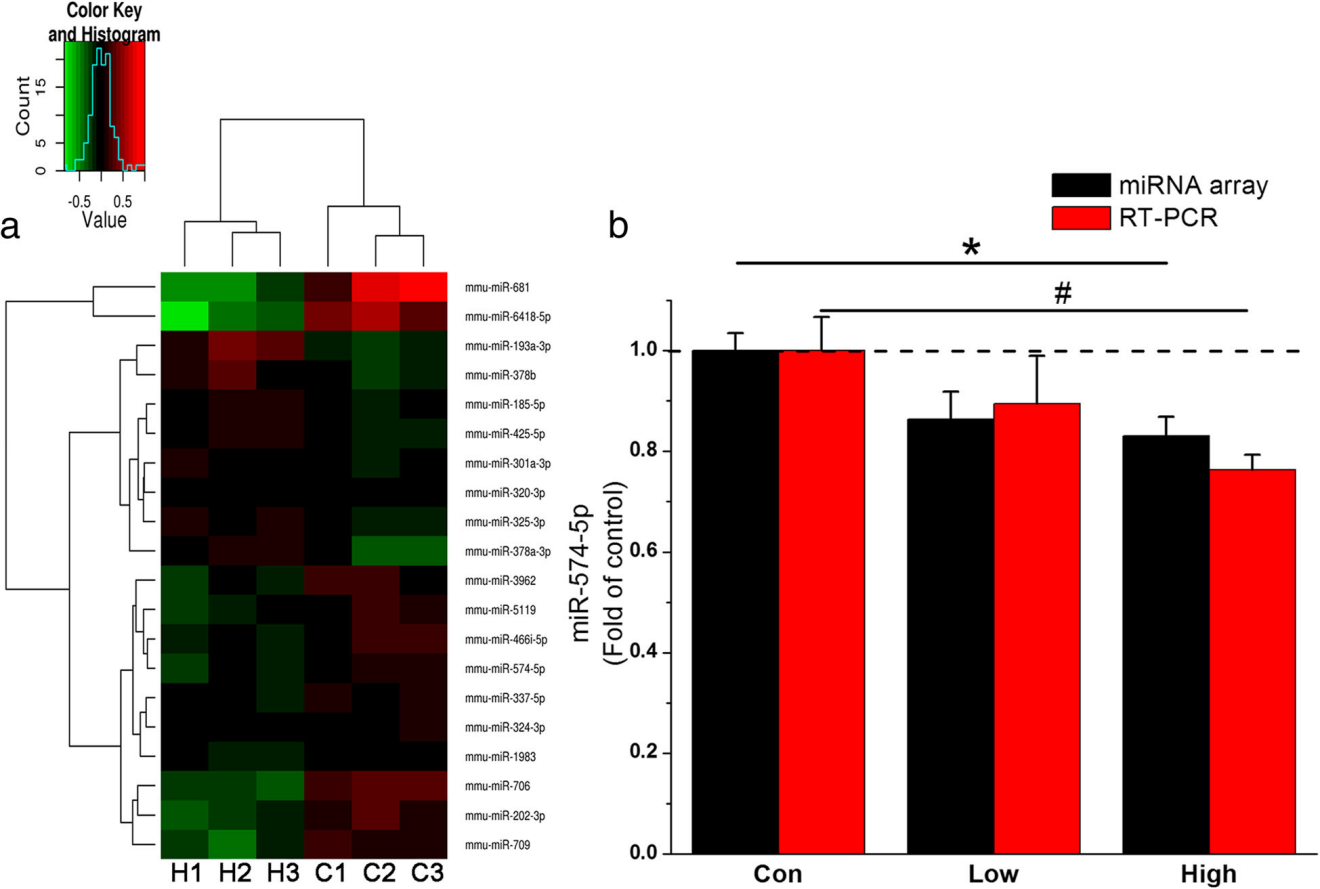
PM_2.5_ exposure downregulates miR-574-5p expression. (**a**) Hierarchical clustering of miRNAs detected in the hippocampus of C57BL/6 J mice exposed to control or 5 mg/kg bw PM_2.5_ (*n* = 3 mice/group). Colors represent expression levels of each individual miRNA: *black*, mean vector for all miRNA expression levels; *red*, upregulation compared with mean vector; green, downregulation compared with mean vector. “C1”, “C2” and “C3” repsents three individual mice from control group, and “H1”, “H2” and “H3” repsents three individual mice from high dose group, respectively. (**b**) Significant changes in miR-574-5p levels detected via microarray and qPCR. The data are presented as the means ± SE (*n* = 6 to 8 mice/group). */^#^ *P* < 0.05

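All 20 miRNAs whose names Fig. 6a prints were among those tested. Each of the 20 changed in the direction the figure shows, 8 upward and 12 downward, with log2 changes from -0.43 for miR-681 to 0.30 for miR-325-3p. Of these, 13 were at an unadjusted p under 0.05 in limma and 0 at an adjusted p under 0.05. In the log2 table the authors deposited, whose values have the same upper quartile on every array, 16 of the 20 passed the unadjusted threshold in limma, and all 20 passed it in a test on the 2 groups alone without moderation, which 32 of the tested miRNAs passed and which was chosen after the values were seen.
The 20 miRNAs were selected on the difference between the groups, and over them complete-linkage clustering on Euclidean distance put the 3 control arrays in 1 cluster and the 3 arrays at 5 mg/kg bw in the other. Over all 424 tested miRNAs, the same clustering put control replicate 1 and 5 mg/kg bw replicate 3 together and the other 4 arrays together. The mean distance between arrays of different groups was 6.85 and that within groups 7.02, a difference of -0.17. Of the 10 ways to split the 6 arrays into 3 and 3, 5 gave a difference as large (exact permutation test).

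**Figure D2:**
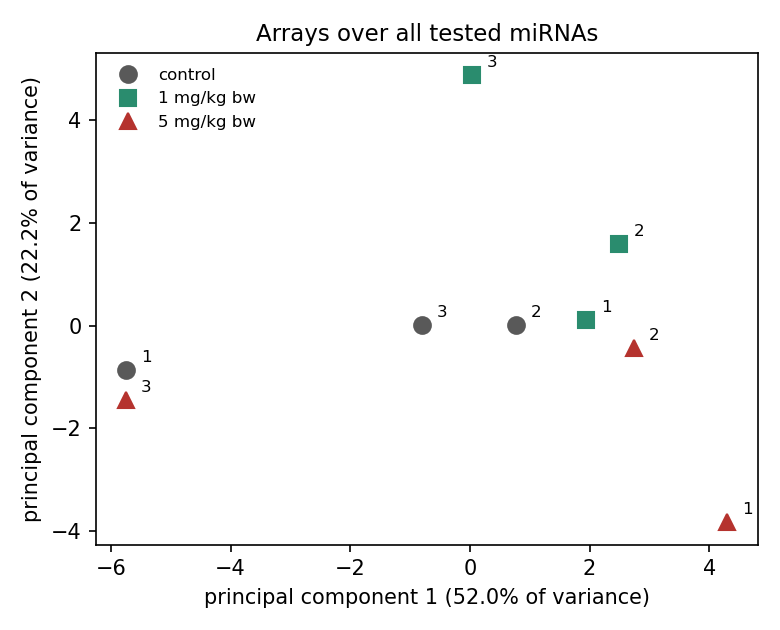
The 9 arrays on the first principal component (x axis, 52.0% of the variance) and the next (y axis, 22.2%) over all 424 tested miRNAs, in log2 units, with the replicate number beside each point. Control replicate 1 and 5 mg/kg bw replicate 3 both lie at -5.74 on the x axis, and the other arrays lie between -0.81 and 4.31.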

According to the statistical analysis, miR-574-5p has at least one binding site in the 3’UTR of BACE1. To functionally verify the predicted binding site, we inserted the entire sequence of the mouse 3’UTR of BACE1 into a dual-luciferase reporter constructs. Figure 7 shows that miR-574-5p efficiently inhibited luciferase expression by binding to the BACE1 3′-UTR and significantly reduced the relative luciferase reporter activity of the wild-type BACE1 3′-UTR, whereas the luciferase reporter activity of the mutant BACE1 3′-UTR was not altered, suggesting that miR-574-5p could directly bind to the 3′-UTR of BACE1 but did not inhibit the reporter activity with the mutated luciferase construct. This finding suggests that reduced expression of miR-574-5p, via altered binding to the 3’UTR of BACE1, may be conducive to BACE1 elevation and synaptic and cognitive impairment following PM_2.5_ exposure.

**Fig. 7:**
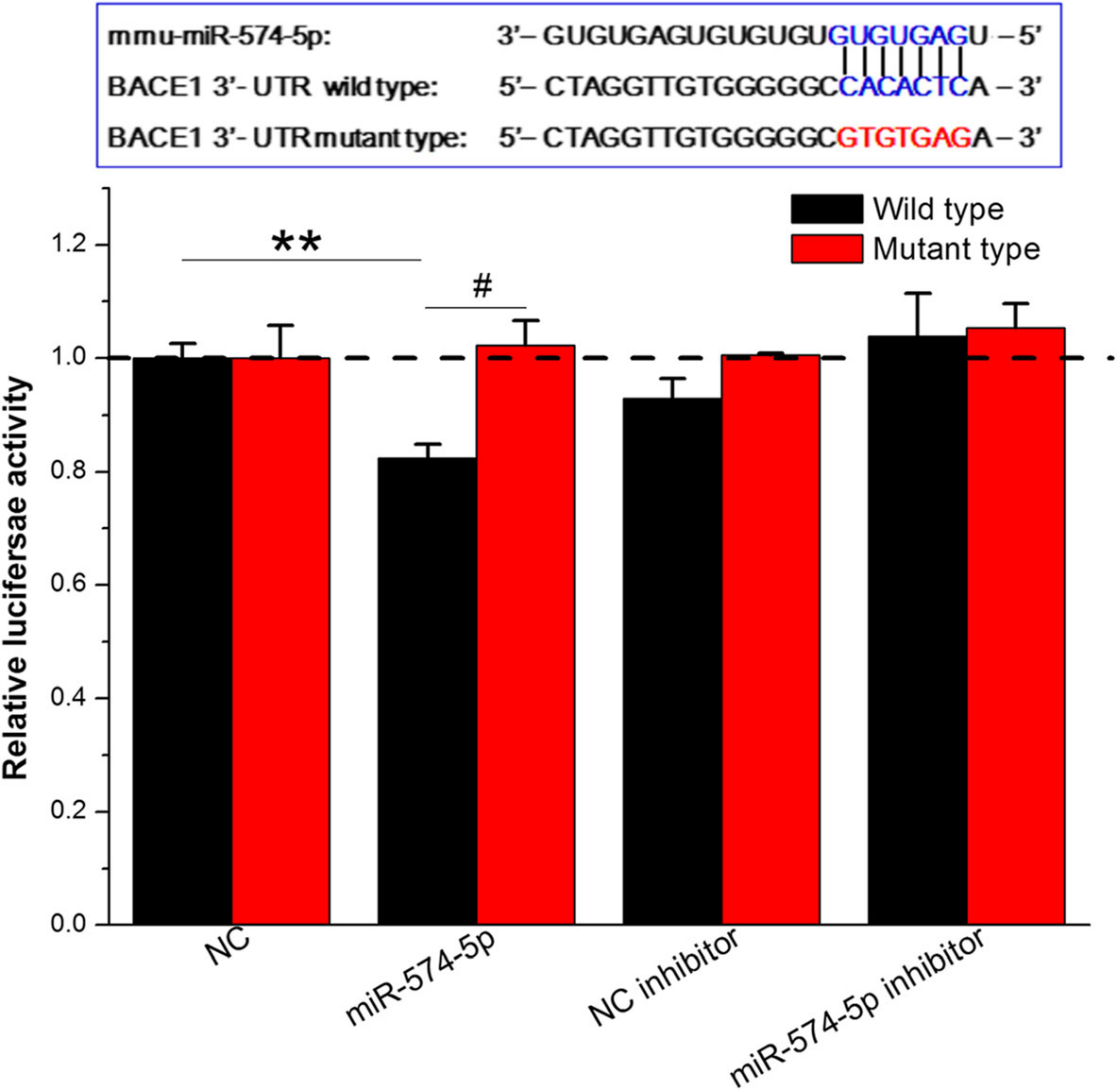
Direct inhibition of BACE1 expression by miR-574-5p was detected with a dual-luciferase-luciferase reporter system. BACE1 contains a conserved 3′-UTR sequence (positions 1458–1464) that perfectly complements the miR-574-5p seed sequence (both are shown in *blue*). The mutant BACE1 3′-UTR contains mutations in the miR-574-5p binding site that disrupt base pairing (indicated in *red*). The data regarding the different effects of miR-574-5p on the BACE1 3′-UTR and its mutant are presented as the means ± SE (*n* = 6). */^#^ *P* < 0.05; **/^##^ *P* < 0.01. NC = negative control

### miR-574-5p overexpression suppresses BACE1 elevation and restores synaptic and cognitive impairment following PM_2.5_ exposure

If miR-574-5p directly binds to the 3’UTR of BACE1 and miR-574-5p deregulation stimulates BACE1 expression and impairs synaptic and cognitive function in response to PM_2.5_ aspiration, then overexpression of miR-574-5p should suppress BACE1 elevation and restore synaptic and cognitive impairment. To test this prediction, we overexpressed miR-574-5p by stereotaxically injecting LV into the hippocampal area (Fig. 8a), and detected BACE1 expression in the absence or presence of PM_2.5_ aspiration. With PM_2.5_ treatment, miR-574-5p overexpression statistically significantly attenuated BACE1 elevation, in contrast to that observed in LV-scramble control mice (Fig. 8b). These results indicate that miR-574-5p overexpression successfully suppressed BACE1 expression after PM_2.5_ aspiration.

**Fig. 8:**
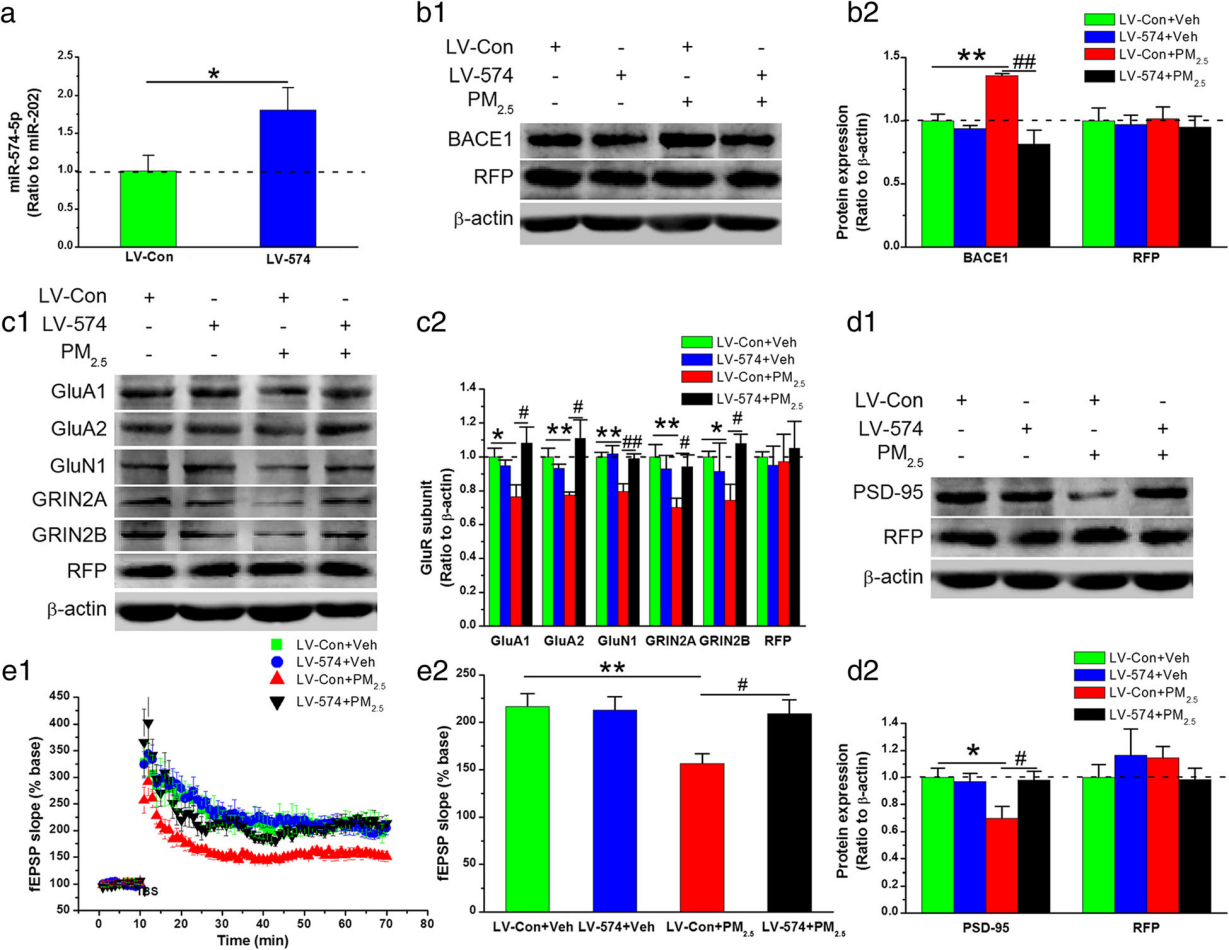
miR-574-5p overexpression suppresses BACE1 expression and restores synaptic impairment following PM_2.5_ exposure. (**a**) Significant changes in miR-574-5p expression were detected via qPCR. (**b1**) Representative protein bands of immunoblot analysis for BACE1 and RFP. (**b2**) Quantification of BACE1 and RFP expression. (**c1**) Representative protein bands of immunoblot analysis for AMPA (GluA1 and GLuA2), NMDA (GluN1, GRIN2A, and GRIN2B) and RFP. (**c2**) Quantification of AMPA (GluA1 and GLuA2), NMDA (GluN1, GRIN2A, and GRIN2B) and RFP expression. (**d1**) Representative protein bands of immunoblot analysis for PSD-95 and RFP. (**d2**) Quantification of PSD-95 and RFP expression. The data are expressed as the means ± SE (*n* = 6 to 8 mice/group). (**e1**) Time courses of changes in the field excitatory postsynaptic potential (fEPSP) slope under different treatments. (**e2**) Mean values of the fEPSP slope averaged from 56 to 60 min after theta burst stimulation (TBS). The data are expressed as the means ± SE (*n* = 6 mice/group). */^#^ *P* < 0.05; **/^##^ *P* < 0.01. LV-Con + Veh = LV-scramble control + vehicle; LV-574 + Veh = LV-miR-574-5p + vehicle; LV-Con + PM_2.5_ = LV-scramble control + PM_2.5_; LV-574 + PM_2.5_ = LV-miR-574-5p + PM_2.5_

Following the above results, we further determined whether overexpression of miR-574-5p could reverse synaptic and cognitive deterioration. Here, we measured glutamate NMDA and AMPA receptor expression, LTP, and spatial learning and memory in mice that received either LV-miR-574-5p or LV-scramble in the absence or presence of PM_2.5_ treatment. In response to PM_2.5_ aspiration, the reduced expression of the glutamate NMDA and AMPA receptor subunits and PSD-95 was statistically significantly restored in animals treated with LV-miR-574-5p compared with that in those treated with the LV-scramble control (Fig. 8c and d). Furthermore, we found that the abnormal synaptic ultrastructures (Additional file 1: Figure S3) and reduced LTP (Fig. 8e) recovered following miR-574-5p overexpression. Importantly, PM_2.5_-exposed mice showed improved behavioral performance after receiving LV-miR-574-5p in contrast to those receiving the LV-scramble control, including an effectively reversed prolonged latency of reaching the platform, a significantly increased number of times crossing the target zone, and an increased amount of time spent in the target quadrant (Fig. 9). These data provide further evidence that miR-574-5p mediates PM_2.5_-induced BACE1 elevation following synaptic and cognitive deterioration.

**Fig. 9:**
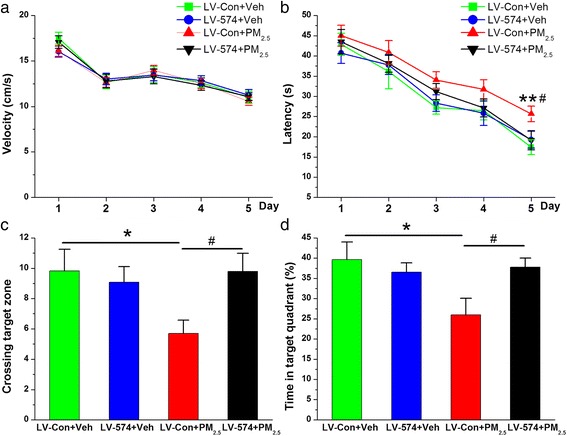
miR-574-5p overexpression relieves cognitive deterioration in response to PM_2.5_ aspiration. **a** Swim velocity over 5 days of invisible training to find the hidden platform in the Morris water maze. **b** Learning curve over 5 days of training to find the hidden platform. **c** Number of times crossing the target zone. **d** Percentage of time spent in the target quadrant. The data are expressed as the means ± SE (*n* = 12 to 14 mice/group). */^#^ *P* < 0.05; **/^##^ *P* < 0.01. LV-Con + Veh = LV-scramble control + vehicle; LV-574 + Veh = LV-miR-574-5p + vehicle; LV-Con + PM_2.5_ = LV-scramble control + PM_2.5_; LV-574 + PM_2.5_ = LV-miR-574-5p + PM_2.5_

### NF-κB activation regulates miR-574-5p expression in response to PM_2.5_ exposure

miR-574-5p is a previously unrecognized miRNA that targets BACE1 following PM_2.5_ aspiration. Therefore, it was necessary to clarify how miR-574-5p is regulated following exposure. NF-κB is an important transcription factor that regulates the expression of a variety of miRNAs [40, 53] and is involved in neurotoxicity upon chronic exposure to ozone, PM or a myriad of other air pollutants [54, 55]. Indeed, others have reported that mice exposed to concentrated PM_2.5_ for 2 weeks show neuroinflammatory cytokine-coupled NF-κB activation [56]. Thus, it was essential to clarify whether and how NF-κB is linked to miR-574-5p deregulation in response to PM_2.5_ aspiration. To address this issue, we first used PROMO (http://alggen.lsi.upc.es/cgi-bin/promo_v3/promo/promoinit.cgi?dirDB=TF_8.3) to predict potential binding sites between NF-κB p65 and miR-574-5p, and the results showed that there was at least one NF-κB binding site. Importantly, by designing PCR amplicons, the binding site was validated via chromatin immunoprecipitation (ChIP) analysis. As presented in Fig. 10a, binding activity of NF-κB p65 was detected in the promoter positions of miR-574-5p, and this interaction was enhanced by PM_2.5_ treatment. Additionally, through the dual-luciferase reporter system in HEK293T cells, we found that PM_2.5_ directly stimulated NF-κB activity (Additional file 1: Figure S4), suggesting that downregulation of miR-574-5p by PM_2.5_ likely occurs through activating NF-κB and increasing the reverse modulation of NF-κB on miR-574-5p. If NF-κB activation regulates miR-574-5p expression and then induces BACE1 elevation in response to PM_2.5_ exposure, then NF-κB inhibition should rescue the reduced miR-574-5p expression and elevated BACE1 activation. To verify this notion, we pharmacologically and genetically inhibited NF-κB and detected miR-574-5p expression and BACE1 activation by applying an NF-κB inhibitor, SC-514, and using an NF-κB p65 shRNA silencing technique in primary cultured hippocampal neurons. Our findings revealed that inhibition of NF-κB diminished PM_2.5_-induced repression of miR-574-5p and induction of BACE1, which further supports our earlier results (Fig. 10b and c).

**Fig. 10:**
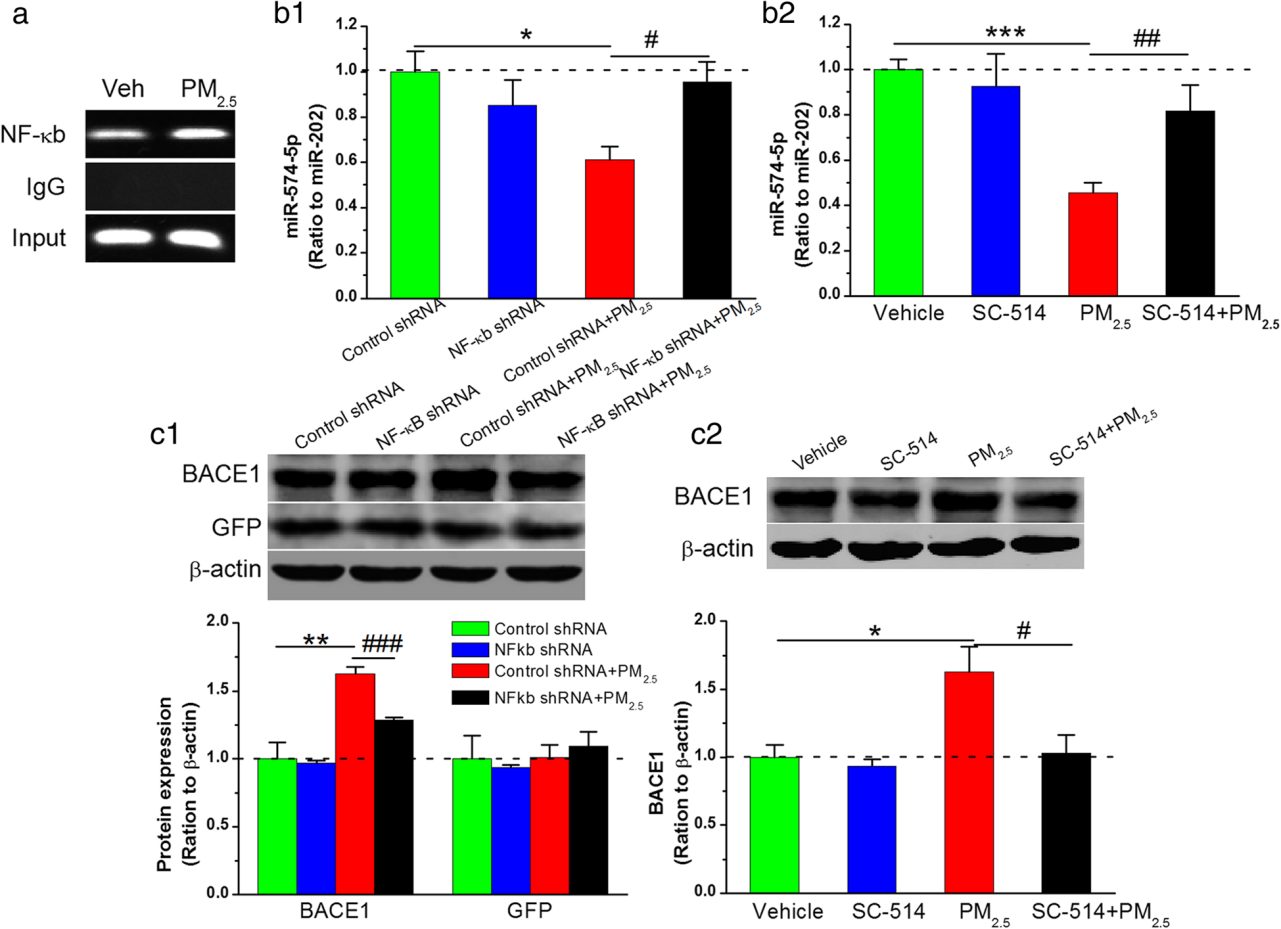
NF-κB activation regulates miR-574-5p expression in response to PM_2.5_ exposure. (**a**) Binding of the NF-κB p65 subunit to the promoter of the miR-574-5p gene. IgG was used as a negative control in the chromatin immunoprecipitation assay. (**b1**) Knockdown of NF-κB p65 using a shRNA silencing technique eliminates the reduction in miR-574-5p following 10 μg/mL PM_2.5_ treatment in primary cultured hippocampal neurons. (**b2**) Knockdown of NF-κB p65 by applying SC-514 (100 μM), an IKKβ specific inhibitor, eliminates the reduction in miR-574-5p following 10 μg/mL PM_2.5_ treatment in primary cultured hippocampal neurons. (**c1**) Knockdown of NF-κB p65 using a shRNA reverses the elevation in BACE1 in response to 10 μg/mL PM_2.5_ treatment in primary cultured hippocampal neurons. (**c2**) Knockdown of NF-κB p65 by applying SC-514 restores the BACE1 elevation in response to 10 μg/mL PM_2.5_ treatment in primary cultured hippocampal neurons. Green fluorescent protein (GFP) expression was used as a marker to indicate viral infection in the immunoblot assay. The data are expressed as the means ± SE (*n* = 4 to 8). */^#^ *P* < 0.05; **/^##^ *P* < 0.01; ***/^###^ *P* < 0.001

## Discussion

The results of our present study provide evidence that PM_2.5_ aspiration impairs synaptic and cognitive function and that this effect is associated with a previously unrecognized role for BACE1 induction through NF-κB signaling-mediated miR-574-5p downregulation. Importantly, BACE1 inhibition rescued synaptic and cognitive impairment in animals following PM_2.5_ aspiration, which was further supported by the fact that overexpression of miR-574-5p robustly reduced BACE1 elevation and rescued synaptic and cognitive impairment. Additionally, PM_2.5_-induced downregulation of miR-574-5p expression and upregulation of BACE1 were reversed by NF-κB inhibition.

The concern over PM targeting the brain was first reported by Oberdörster et al. [57] and further strengthened by Maher et al. [58]. Generally, this process is thought to occur through two pathways. On the one hand, sustained exposure to fine particles and ultrafine particles may result in direct translocation of particles to systemic circulation and the brain, and the nasal olfactory pathway is believed to be a key portal of entry. On the other hand, PM could trigger the release of inflammatory mediators from primary entry organs or secondary deposition sites, and these inflammatory agents may lead to or alter the susceptibility to neuroinflammation and neurodegeneration in the brain. Here, we found that PM_2.5_ aspiration dose-dependently increased IL-1β and TNF-α levels in the lungs, blood and brain. Importantly, no significant changes were observed following exposure to an inert particle, black carbon, at the same exposure levels. Although this does not exclude the possibility of direct particle translocation, it is possible that PM_2.5_ triggers the release of soluble inflammatory mediators from the lungs and subsequently causes neuroinflammation through systemic inflammatory responses. Consistent with our results, recent studies from Mexico City have reported that air pollutants including PM caused neuroinflammatory responses and promoted AD-like pathologies [59, 60]. Additionally, our previous studies and those of others showed that PM_2.5_, individually or in combination with other components, can affect brain structure, cause synaptic neurotoxicity, promote neurodegeneration and deteriorate synaptic and cognitive function [61–64]. However, the molecular mechanisms underlying these adverse effects are largely unknown.

BACE1 is not only a dominant enzyme in Aβ synthesis from APP but also functions as an aspartic protease with altered enzymatic activity and protein expression in the brain early in the development of mild cognitive impairment [48]. Other studies have reported that PM_2.5_-increased Aβ production was coupled with BACE1 elevation [27]. In the present study, our results showed that PM_2.5_ aspiration increased APP and BACE1 expression but not Aβ accumulation or deposition. The transmembrane protein APP can be processed by two pathways: the nonamyloidogenic α-secretase pathway and the amyloidogenic β-secretase pathway. In the nonamyloidogenic pathway, APP is cleaved by α-secretase and γ-secretase to release the soluble APP-fragment sAPP-α, the APP intracellular domain (AICD) and the P3 fragment. In the amyloidogenic pathway, APP is cleaved by β-secretase and γ-secretase to produce the soluble fragment sAPP-β, Aβ40, Aβ42 and AICD. To clarify the above results, we further detected the expression of α-secretase (ADAM10) and γ-secretase (nicastrin) and did not observe significant alterations. Aβ deposition is slow and protracted, and the slow rate of Aβ deposition indicates a wide time window for altering Aβ accumulation [65]. Klunk et al. demonstrated a schematic of three hypothetical phases of Aβ amyloid deposition as follows: (i) very early initiation; (ii) continuously progressive; and (iii) late equilibrium/symptomatic [66]. In the present study, nicastrin expression and Aβ42 deposition were not increased following PM_2.5_ exposure for 4 weeks; however, we cannot exclude the possibility that the time point was too early to see significant alterations. Previous studies have shown that BACE1-catalyzed APP cleavage exerted positive effects on cognitive function, and AICD, which is correlated with the promotion of synaptic transmission and memory performance, is a potential mediator during this process [67]. Our present results revealed that PM_2.5_ exposure resulted in decreased expression of glutamate AMPA and NMDA receptor subunits and LTP and spatial learning and memory impairment in normal wild-type animals. Similar to our results, other studies have documented that PM_2.5_ altered synaptic gene expression and caused synaptic and cognitive dysfunction [16, 27, 28]. Indeed, increased BACE1 activity may affect normal synaptic functioning given that, in addition to Aβ, there are other BACE1 cleavage products [49]. Changes in the normal function of the synapse may result in the neurochemical deficits and behavioral abnormalities that have been reported in BACE1 transgenic models [68, 69]. Importantly, here, we show that genetic inhibition of BACE1 reversed PM_2.5_-induced attenuation of AMPA and NMDA receptor subunit expression and impairment of LTP and spatial learning and memory. Although we did not clarify the polypeptide produced by BACE1-mediated cleavage of APP, these findings confirm that BACE1 plays an important role in PM_2.5_-mediated synaptic and cognitive impairment and suggest the possibility that further study of BACE1 regulation may provide insight into the underlying signaling pathways mediating harmful outcomes.

Considering the vital role of miRNAs in post-transcriptional regulation, their widespread expression in different brain regions and their regulation by multiple mechanisms, miRNAs are increasingly considered to be central players in synaptic plasticity, a critical mechanism that is thought to underlie many complex brain functions, including learning and memory [70]. Indeed, it has been reported that multiple miRNAs participate in synaptic and cognitive impairment and AD-like neuropathology, including miR-9, miR-34, miR-132, miR-137, miR-188, miR-204, miR-211, and miR-212 [71–77]. In the brains of sporadic AD patients, an increase in BACE1 levels is correlated with a decrease in a subset of miRNAs [78]. Therefore, it is possible that a decrease in specific miRNA levels may upregulate BACE1 expression, resulting in synaptic and cognitive impairment. Indeed, several miRNAs target BACE1, including miR-9, miR-29, miR-107, miR-186, miR-188, miR-298, and miR-328, some of which are closely related to synaptic and cognitive function [40, 41]. A recent study reported that long-term exposure to black carbon was linked to cognitive status due to influences on miRNA expression [79]. However, little is known regarding whether miRNAs aggravate synaptic and cognitive dysfunction by elevating the expression of BACE1 following PM_2.5_ exposure. To address this question, we performed a miRNA microarray analysis and found that miR-574-5p, which is homologous in humans and targets BACE1, was downregulated in a dose-dependent manner following PM_2.5_ exposure, suggesting that BACE1 elevation following PM_2.5_ exposure is likely the result of reduced miR-574-5p expression. 

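At 1 mg/kg bw, the log2 normalized signal of miR-574-5p was -1.80 ± 0.12 (SD, n = 3) and its change from the control -0.19 (standard error 0.09, adjusted p = 0.543 in limma), or 0.880-fold of the control. The arrays of these groups overlapped (two-sided exact permutation test, p = 0.2). The signal at 5 mg/kg bw lay -0.028 from that at 1 mg/kg bw (two-sided exact permutation test, p = 0.8). Over the order of the groups, from control to 1 and 5 mg/kg bw, the log2 signal had a slope of -0.11 per step over 9 arrays (two-sided exact permutation test over 1680 arrangements, p = 0.0321). Over the dose in mg/kg the slope was -0.033 per mg/kg (two-sided exact permutation test, p = 0.107), and over the group order with the row of the slide as a block it was -0.059 per step (two-sided exact permutation within rows, p = 0.225).
Across all tested miRNAs, 33 differed from the control at 1 mg/kg bw at an unadjusted p under 0.05, of which 12 were higher and 21 lower, and 1 at an adjusted p under 0.05 in limma. Without scaling between arrays, 28 passed the unadjusted threshold, of which 26 were higher and 2 lower. Both doses had 17 miRNAs in common at the unadjusted threshold, and 16 of these changed in the same direction. The log2 changes at the 2 doses had a Pearson r of 0.45 across miRNAs, which are not independent replicates. Both changes share the control arrays, so r lies above 0 without any effect. In 2000 draws from the spread within groups, r had a median of 0.54 and a 95th percentile of 0.90.
The 15 tested miRNAs of the families that the paper lists as targeting BACE1, namely miR-9, miR-29, miR-107, miR-186, miR-188, miR-298 and miR-328, had a mean log2 change of -0.0067 at 5 mg/kg bw (adjusted p = 0.814 over 2 lists in limma camera, adjusted p = 0.646 in fry), and 0 of them were past the unadjusted threshold, so that 0 passed when adjusted over the list alone. The paper proposes from the fall of miR-574-5p with dose that the higher BACE1 expression after PM2.5 exposure results from the reduced miR-574-5p.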

If this hypothesis is correct, restoring or reversing these downregulated miRNAs in animal models following PM_2.5_ exposure should ameliorate synaptic and cognitive impairment by reducing BACE1 expression. Indeed, our results showed that overexpression of miR-574-5p significantly reduced BACE1 elevation, which supported this speculation. Importantly, miR-574-5p overexpression significantly restored the attenuation of glutamate receptor expression and the deterioration of LTP and spatial learning and memory in response to PM_2.5_ aspiration. This information provides further evidence that the adverse effects of BACE1-mediated synaptic and cognitive deterioration resulting from PM_2.5_ aspiration are associated with downregulation of miR-574-5p through its binding to the 3’UTR of BACE1.

Numerous investigations have reported a role of miRNAs in physiological functions, such as immune responses, cell proliferation, cell death, and inflammation, which are also known to be regulated by NF-κB [80]. Recent research has also revealed downregulation of miR-188-3p in AD patients and APP transgenic animals, which was directly regulated by NF-κB [40]. More importantly, PM causes neuroinflammatory responses by stimulating pro-inflammatory cytokine release, which is associated with NF-κB activation [81, 82]. Here, to provide a more complete picture of the different aspects of miRNA modulation after PM_2.5_ exposure, we used ChIP analyses to show that NF-κB p65 was able to bind to the promoter region of the miR-574-5p gene. Additionally, PM_2.5_ increased NF-κB reporter activity, indicating that NF-κB activation following PM_2.5_ exposure amplifies NF-κB-mediated inhibition of miR-574-5p transcription. Importantly, pharmacological and genetic silencing of NF-κB p65 prevented the miR-574-5p reduction and BACE1 elevation following PM_2.5_ exposure, supporting our hypothesis. The PM_2.5_-induced increase in BACE1 expression not fully rescued by NF-κB shRNA may be due to several transcription factors have interactions with BACE1 except NF-κB. For instance, specificity protein 1 (Sp1) plays an important role in regulation of BACE1 to process APP generating Aβ in AD [83]. In addition, there may be the compensatory mechanism after knockdown of NF-κB. Together, our results suggest that PM_2.5_ aspiration suppresses miR-574-5p expression by augmenting NF-κB activity, which then facilitates BACE1 activation and results in synaptic and cognitive impairment.

## Conclusion

The present study confirms that PM_2.5_ exposure leads to impaired synaptic and cognitive function, and this action is associated with a previously unrecognized role for BACE1 induction through NF-κB signaling-mediated miR-574-5p downregulation. The results suggest a novel mechanism for PM_2.5_-produced adverse effects on the nervous system and present a potential intervention target for prevention.

## Methods

### Particle preparation and characterization

The PM_2.5_ sampling point was located in Taiyuan (112°21–34′E longitude, 37°47–48′N latitude) of Shanxi Province. The samples were collected onto quartz filters (Φ90 mm, Munktell, Falun, Dalarna, Sweden) with PM middle-volume air samplers (TH-150CIII, Wuhan, China) from November 2012 to February 2013 according to our previously reported conditions [84], and the PM characterization was presented in our recently published work (Additional file 1: Table S1) [85]. The collected PM_2.5_ was transferred into aqueous suspension by soaking the PM_2.5_-loaded filters in Milli-Q deionized water for 30 min, followed by vortexing (5 min) and sonication (30 min). Prior to use, the dried sample was diluted with sterilized saline and then swirled and sonicated for 10 min.

Printex u was purchased from Degussa Ltd. (Frankfurt, Germany) and utilized as black carbon powder. The size of its particle was 30 nm under the electron microscope and the specific surface area was 97.63 m^2^/g. The particles were suspended in sterilized saline and then swirled and sonicated for 10 min before oropharyngeal aspiration.

### Animal treatment

Male C57BL/6 mice, approximately 8 weeks old, were obtained from the Experimental Animal Center at the Academy of Military Medical Sciences of Chinese PLA (Beijing, China) and housed under standard conditions. Considering the actual population exposure dose, we chose the administration dose of 1 and 5 mg/kg bw PM_2.5_ in mice. According to Grade II PM_2.5_ in China, the amount of PM_2.5_ exposure at 0.075 mg/m^3^ for 2 days is 0.019 mg. As previously mentioned, the respiratory volume of the mice was 90 mL/min (Gurkan et al., 2003) and the respiratory volume was 0.259 m^3^ for 2 days. Thus, the PM_2.5_ exposure dose in mice should be 0.95 mg/kg bw every 2 days. However, the average concentration of PM_2.5_ in northern China with non-haze weather was 0.161 mg/m^3^ [86], and the level with haze weather reached 0.692 mg/m^3^ [87]. In our study, the lower PM_2.5_ dose used was 1 mg/kg bw, within the range of the second standard in Chinese ambient air quality regulation, and the higher PM_2.5_ exposure dose used for mice was 5 mg/kg bw, which was 5-fold higher than that in Grade II PM_2.5_ in China but still in the range of the reported maximum PM_2.5_ levels.

In the PM_2.5_ treatment groups, animals received oropharyngeal aspiration of PM_2.5_ (1 and 5 mg/kg bw) every other day for 4 weeks, with each group administered 20 or 100 μg of PM_2.5_ in 20 μL of saline. In the vehicle control group, mice were treated with the same amount of saline prepared by ultrasonic oscillation of the control membrane filter using the same protocol. In the control group, mice received oropharyngeal aspiration of saline every other day for 4 weeks. In the black carbon treatment groups, animals received oropharyngeal aspiration of black carbon (5 mg/kg bw) every other day for 4 weeks, with each group administered 100 μg of black carbon in 20 μL of saline. To provide direct evidence that BACE1 and miR-574-5p were involved in the neurological effects observed after PM_2.5_ treatment, animals were stereotaxically injected with lentiviral constructs encoding BACE1 shRNA and control shRNA or LV-miR-574-5p and LV-scramble control for interference measurement. In detail, mice received a bilateral microinjection (5 μL at 0.2 μL/min/side) into the hippocampus (anteroposterior, 2 mm; mediolateral, ± 1.8 mm; and dorsoventral, −2 mm). After 6 weeks, four groups (control shRNA, BACE1 shRNA, LV-scramble control and LV-miR-574-5p) received an oropharyngeal aspiration of 5 mg/kg PM_2.5_ or saline, which was processed by ultrasonic oscillation of the control membrane filter, every other day for 4 weeks. Before PM_2.5_ or saline administration, the mice were anesthetized with isoflurane (Yi Pin Pharmaceutical Co., Ltd., Hebei, China). When not being treated, the animals had free access to water and standard feed. Mice were sacrificed 18 h after the final exposure. The hippocampal tissues, lungs and blood (with no interference treatment) were collected, quickly frozen in liquid nitrogen, and stored at −80 °C. The mice were treated humanely according to the National Institutes of Health Guide for the Care and Use of Laboratory Animals, and all animal experiments in this study were approved by the Institutional Animal Care and Use Committee of Shanxi University (Approved Animal Use Protocol Number: HZ20140503).

### Primary hippocampal neuron culture and treatment

Primary cultured hippocampal neurons were prepared according to a protocol previously reported [88]. Briefly, the hippocampus, dissected from a mouse pup at postnatal day 1, was mechanically triturated after being incubated in oxygenated trypsin, and the cells were spun down and resuspended in Neurobasal/B27 medium. Because of the complex activity of the NF-κB signaling pathway, it is impossible for us to interfere with its expression in vivo. Based on the literature, we conducted the experiment in vitro [40, 89], and cells (1 × 10^6^) were divided randomly into different groups. The control group was incubated only in Neurobasal/B27 medium, and the other groups were treated with 10 μg/ml PM_2.5_ for 24 h in the absence or presence of the NF-κB inhibitor SC-514 (100 μM) or were subjected to NF-κB silencing using small hairpin RNA (shRNA).

### MicroRNA microarray analysis

Agilent Mouse miRNA V19.0 was used for miRNA microarray analysis. The microarray data have been deposited in the NCBI Gene Expression Omnibus (GEO) database and are accessible through GEO Series accession number GSE93967. Briefly, total RNA was extracted and purified, and the integration was inspected according to previously described methods [90]. Then, miRNA was labeled and hybridized using a miRNA Complete Labeling and Hyb Kit (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer’s instructions. After hybridization, slides were washed in staining dishes (Thermo Shandon, Waltham, MA, USA) with a Gene Expression Wash Buffer Kit (Agilent Technologies) and scanned with an Agilent Microarray Scanner using Feature Extraction Software 10.7 (Agilent Technologies). Gene Spring Software 11.0 (Agilent Technologies) was used to analyze the raw data.

### Lentiviral constructs

The TargetScan (http://www.targetscan.org), PITA (http://genie.weizmann.ac.il/pubs/mir07/mir07_data.html), mirwalk (http://www.umm.uni-heidelberg.de/apps/zmf/mirwalk/) and miranda (http://www.microrna.org/microrna/home.do) websites were used to predict miRNA targets. The pLVX-IRES-TDtomato LV (Clontech) was used to insert mature miR-574-5p driven by the CMV promoter. pHelper 1.0 and pHelper 2.0 vectors were used for viral envelope production. pLVX-IRES-TDtomato LV was generated and packaged in HEK293T cells, and the transfection rate was measured by observing the expression of enhanced red fluorescent protein (RFP) under a fluorescence microscope. The average LV titer was 1.0 × 10^8^ infectious units/mL. pLVX-IRES-TDtomato LV was also used for BACE1 shRNA in C57BL/6 mice. The oligos for the BACE1 shRNA construct (5′-GACGCTCAACATCCTGGTG-3′) and scramble construct (5′-TTGGCTTTGCTGTCAGCGC-3′) were used for BACE1 knockdown experiments.

pLVX-shRNA2 LV (Clontech) was used for NF-κB p65 shRNA in primary cultured hippocampal neurons. The transfection rate was measured by observing the expression of enhanced green fluorescent protein (GFP) under a fluorescence microscope. Oligos for the NF-κB p65 shRNA construct (5′-AGGACCTATGAGACCTTCAAG-3′) and control shRNA (empty vectors) were used for knockdown of NF-κB p65. All of the constructs were verified by sequencing.

### Real-time quantitative reverse transcription PCR

Total RNA was extracted according to the manufacturer’s protocol using an miRNeasy Mini Kit (Qiagen Biotechnology Co., Ltd., Dalian) and then synthesized to complementary DNA (cDNA) using a reverse transcription kit (Qiagen Biotechnology, Germany). RT-PCR with specific primers was performed on a qTOWER 2.2 Real-Time PCR machine (Analytik Jena AG, Jena, Germany) according to the protocol for the miScript SYBR Green PCR Kit (Qiagen Biotechnology, Germany). Briefly, each 20-μL PCR reaction contained 2 μL of cDNA (2.5 ng/μL), 10 μL of 10× QuantiTect SYBR Green, 4 μL of RNase-free H_2_O, 2 μL of 10× miScript Universal Primer, and 2 μL of 5 μmol/L specific primers (Invitrogen). The reaction conditions for mmu-miR-574-5p and mmu-miR-202 were as follows: after 15 min at 95 °C, 40 cycles were performed at 95 °C for 20 s with respective annealing temperatures of 58.6 °C (mmu-miR-574-5p) and 55 °C (mmu-miR-202) for 20 s and then 72 °C for 30 s. The primer sequences were 5′-TGAGTGTGTGTGTGTGAGTGTGT-3′ for mmu-miR-574-5p and 5′-TTGAACCCTTTTCCATCTGA-3′ for mmu-miR-202.

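The 17 and 18 bases that the array probes of miR-574-5p detect, TGTGTGTGTGAGTGTGT and GTGTGTGTGTGAGTGTGT, both lie within the 23 bases of the primer for this miRNA. On the array, 13 miRNAs including miR-574-5p have a probe with at least 4 UG or GU units in a row in its target, and 6 of these were tested. The primer listed for miR-202 has 20 bases. It shares at most 4 consecutive bases with the targets of the array's probes for miR-202-5p and miR-202-3p, and the target of 0 of the array's probes lies within it. On the arrays, miR-202-3p changed by -0.22 on the log2 scale at 5 mg/kg bw (standard error 0.10, adjusted p = 0.511 in limma). Since the primer does not match these probe targets, this change does not show how the RNA measured with the primer behaved.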

### Dual-luciferase reporter gene analysis

To assess the interaction between miR-574-5p and BACE1 mRNA, the BACE1 3′-UTR was amplified by PCR using genomic DNA from mouse brain tissues and the following primers: 5′-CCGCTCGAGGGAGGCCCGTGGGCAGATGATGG-3′ (forward) and 5′-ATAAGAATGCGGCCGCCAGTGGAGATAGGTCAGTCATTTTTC-3′ (reverse). A construct possessing mutations disrupting the putative mir-574-5p binding site in the 3′-UTR of BACE1 was prepared using KOD Plus neo DNA Polymerase (ToYoBo) with the following primers: 5′-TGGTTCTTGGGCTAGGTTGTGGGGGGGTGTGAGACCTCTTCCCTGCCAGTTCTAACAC -3′ (forward) and 5′-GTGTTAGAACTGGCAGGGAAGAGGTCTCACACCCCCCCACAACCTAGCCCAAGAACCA-3′ (reverse). Both the wild-type and mutated plasmid clones were verified by DNA sequencing. The PCR products were cloned into the psiCHECK-2 vector (Promega) downstream of the luciferase gene. HEK293T cells were plated onto 24-well plates (2 × 10^4^/well) in DMEM containing 10% FBS 24 h before transfection. Using Lipofectamine 2000 (Invitrogen), cells were transfected with 100 ng/mL of either the wild-type or mutant 3′-UTR vector and 50 nM miR-574-5p mimic or 100 nM miR-574-5p inhibitor. At 48 h after transfection, luciferase activity was measured in cell lysates using a dual-luciferase reporter kit (Promega, Madison, WI, USA). HEK 293 T cells are a very useful tool for luciferase reporter assays and for lentiviral production and amplification [91, 92]. The effects of PM_2.5_ on NF-κB promoter activity were determined in HEK293T cells transfected with the pGL3-NF-κB promoter luciferase construct. At 24 h after transfection, cells were exposed to 10 μg/ml PM_2.5_ for 24 h, and then, luciferase activity was measured in cell lysates using a dual-luciferase reporter kit (Promega, Madison, WI, USA).

### Transmission electron microscopy (TEM) observations

According to a previously reported protocol [90], approximately 1-mm^3^ hippocampal pieces were fixed, stained en bloc, dehydrated and embedded in beam capsules. Then, 70- to 80-nm-thick sections of embedded tissue were collected onto grids and stained with uranyl acetate and lead citrate. TEM (JEOL, JEM-1011, Japan) was used for observation.

### Chromatin immunoprecipitation (ChIP) analysis

ChIP analysis was performed according to the manufacturer’s instructions (Millipore, CA, USA) to test the binding of NF-κB p65 to the miR-574-5p promoter. PROMO (http://alggen.lsi.upc.es/cgi-bin/promo_v3/promo/promoinit.cgi?dirDB=TF_8.3) was applied to find the NF-κB binding site within the promoter region. The primers for ChIP were as follows (amplicon size: 134 bp): 5′-AATCACATCCCACTCCCA-3′ (forward) and 5′-CCCTGCCTTCCATTACGA-3′ (reverse) for the binding site. Briefly, the hippocampal tissues were fixed with formaldehyde and washed twice with PBS containing protease inhibitors. The tissues were subsequently homogenized in PBS and centrifuged (2000 rpm, 6 min, 4 °C); then, the precipitates were resuspended in SDS lysis buffer and sonicated to obtain DNA lysate. The samples were centrifuged, and the supernatants were diluted with ChIP dilution buffer. The samples were subsequently precleared to reduce the nonspecific background and then incubated with primary antibody (anti-NF-κB) overnight. The antibody/histone complex was collected via the addition of Salmon Sperm DNA/Protein A Agarose Slurry, washed with different wash buffers, and eluted from the antibody; the protein and DNA cross-linking was reversed with NaCl. Finally, DNA was recovered via phenol/chloroform extraction and ethanol precipitation, and a PCR reaction and DNA agarose electrophoresis were conducted to obtain the final results.

### Morris water maze

Morris water maze studies with mice have principally been performed to measure hippocampal-dependent, spatially-based learning and memory. A circular water tank (diameter 100 cm for mice, and 75 cm tall) was filled with water rendered opaque by the addition of white, non-toxic paint. A circular platform with a diameter of 15 cm was placed 1 cm below the water surface in the center of a specific quadrant. If an animal failed to reach the platform within a fixed period of 60 s, it was gently guided to the location and was allowed to remain on it for 10 s. The animals were given training sessions using visible and invisible platforms for a period of 8 consecutive days (8 sessions in total). In the non-spatial water maze, the mice received 3 consecutive days of training to find the same platform elevated above the water surface. Invisible platform training was carried out for 5 continuous days (5 sessions), and each session consisted of 4 trials. For each trial, the mouse was released from the wall of the tank and allowed to search, find, and stand on the platform for 10 s within the 60-s trial period. For each training session, the sequence designed for the animals’ training was determined in a random manner that varied each day so that it differed in the separate sessions for each animal and was different for each individual animal. An EthoVision video tracking device (Noldus, Netherlands) was used to record the latency of reaching the target as a measure of task performance. The average latencies on each hidden platform were recorded and compared. Memory tests were conducted in a probe trial performed 24 h after the last training trial. A probe trial was performed in which the platform was removed from the tank, and the animals were allowed to swim for 60 s. The number of target annulus crossovers and the time spent in the target quadrant were measured.

### Electrophysiological recording

After the animal was sacrificed and the brain was dissected and kept in cold oxygenated artificial cerebrospinal fluid (ACSF), the slices (350–400 μm) were cut, moved to a holding chamber containing oxygenated ACSF at 34 °C for 0.5–1 h, and then kept in an incubator containing oxygenated ACSF at room temperature for recovery for more than 1.5 h. Before recording, each slice was transferred to a recording chamber continuously perfused with 95% O_2_ and 5% CO_2_-saturated ACSF at 32–34 °C. Field excitatory postsynaptic potential (fEPSP) recordings were made in response to stimulation of the perforant path in the DG region of the hippocampus at a frequency 0 of 0.05 Hz using an Axoclamp-2B patch-clamp amplifier (Molecular Devices, CA) in bridge mode. Hippocampal LTP was induced by theta burst stimulation (TBS) consisting of a series of 10 bursts of 5 pulses at 100 Hz.

### Immunoblot analysis

Proteins were extracted from hippocampal tissues and quantified according to our previously described method [93]. After SDS-polyacrylamide gel electrophoresis (SDS-PAGE), 50 μg of total protein was transferred to a nitrocellulose (NC) membrane and blocked with 3% bovine serum albumin (BSA). The membrane was incubated with rabbit β-actin (1:1000; Cell Signaling Technology, USA), RFP (1:1000; Abcam, UK), PSD-95, GluA1, GluA2, GluN1, GRIN2A, GRIN2B, BACE1, ADAM10, Nicastrin, APP, or GFP antibody (1:200; Bioss, China) at 4 °C overnight. The membrane was washed with PBS, incubated with IR Dye 800CW-conjugated secondary antibody (1:5000; LiCor Biosciences, USA), and subsequently detected with a LI-COR Odyssey Infrared Fluorescent System. The density of each band was quantified using Image-pro Express software, version 6.0 (Media Cybernetics, USA) and was normalized to the corresponding β-actin value to account for variations in loading.

### Enzyme-linked immunosorbent assay (ELISA) analysis

Levels of Aβ42 in hippocampal tissues and the concentrations of IL-1β and TNF-α in the lung, blood and hippocampal tissues were measured according to the manufacturer’s instructions (Westang Biotechnology Co., Shanghai, China). Approximately 0.04 g of tissue was homogenized with 400 μL 0.9% NaCl on ice. The homogenates were centrifuged for 20 min at 3000 rpm at 4 °C. The supernatant was then transferred to a new tube for analysis according to the ELISA reagent kit.

### Statistical analysis

The data are presented as the means ± S.E. Statistical significance was assessed using one-way analysis of variance (ANOVA) followed by LSD’s post hoc analysis for PM_2.5_ treatment and control/vehicle groups, and two-way ANOVA followed by Student’s *t*-test for rescue experiments. Differences in all tests were considered significant when *P* < 0.05.

## Additional files

Additional file 1: Figure S1. TEM observation of morphological alterations of synapse following PM_2.5_ exposure. **Figure S2.** BACE1 inhibition rescues morphological alterations of synapse. **Figure S3.** miR-574-5p overexpression recovers morphological alterations of synapse. **Figure S4.** A dual-luciferase analysis of NF-κB reporter activity was detected in HEK293T cells in response to PM_2.5_ stimulation. **Table S1.** Contents of PAHs, inorganic ions, carbon and elements in PM_2.5_ samples.

## Abbreviations

ACSF: Artificial cerebrospinal fluid
AD: Alzheimer’s disease
AICD: APP intracellular domain
AMPA: α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid
ANOVA: Analysis of variance
APP: Amyloid precursor protein
Aβ: Amyloid β
BACE1: β-site amyloid precursor protein cleaving enzyme 1
BSA: Bovine serum albumin
ChIP: Chromatin immunoprecipitation
DG: Dentate gyrus
ELISAs: Enzyme-linked immunosorbent assays
fEPSP: Field excitatory postsynaptic potential
GFP: Green fluorescent protein
LTP: Long-term potentiation
LV: Lentiviral vector
MiRNAs: MicroRNAs
NC: Nitrocellulose
NMDA: N-methyl-D-aspartate
PM: Particulate matter
PM_2.5_: Fine particles (PM ≤ 2.5 μm)
PSD-95: Postsynaptic density protein 95
qRT-PCR: Real-time quantitative reverse transcription PCR
RFP: Red fluorescent protein
SDS-PAGE: SDS-polyacrylamide gel electrophoresis
TBS: Theta burst stimulation
TEM: Transmission electron microscopy
UTR: Untranslated region

# Supplementary material for: NF-κB-regulated microRNA-574-5p underlies synaptic and cognitive impairment in response to atmospheric PM2.5 aspiration
**Source:** Part Fibre Toxicol. 2017 Aug 29;14:34. doi: 10.1186/s12989-017-0215-3
**Supplement:** Supplementary file 1 — TEM observation of morphological alterations of synapse following PM2.5 exposure. Figure S2. BACE1 inhibition rescues morphological alterations of synapse. Figure S3. miR-574-5p overexpression recovers morphological alterations of synapse. Figure S4. A dual-luciferase analysis of NF-κB reporter activity was detected in HEK293T cells in response to PM2.5 stimulation. Table S1. Contents of PAHs, inorganic ions, carbon and elements in PM2.5 samples.

**Additional file**

**NF-κB-regulated microRNA-574-5p underlies synaptic and cognitive impairment in response to atmospheric PM2.5 aspiration**

Authors: Tingting Ku, Ben Li, Rui Gao, Yingying Zhang, Wei Yan, Xiaotong Ji, Guangke Li, Nan Sang*

**Table of Contents**

Additional file 1: Figure S1 2

Additional file 1: Figure S2 3

Additional file 1: Figure S3 4

Additional file 1: Figure S4 5

Additional file 1: Table S1 6

Additional file 1: Figure S1

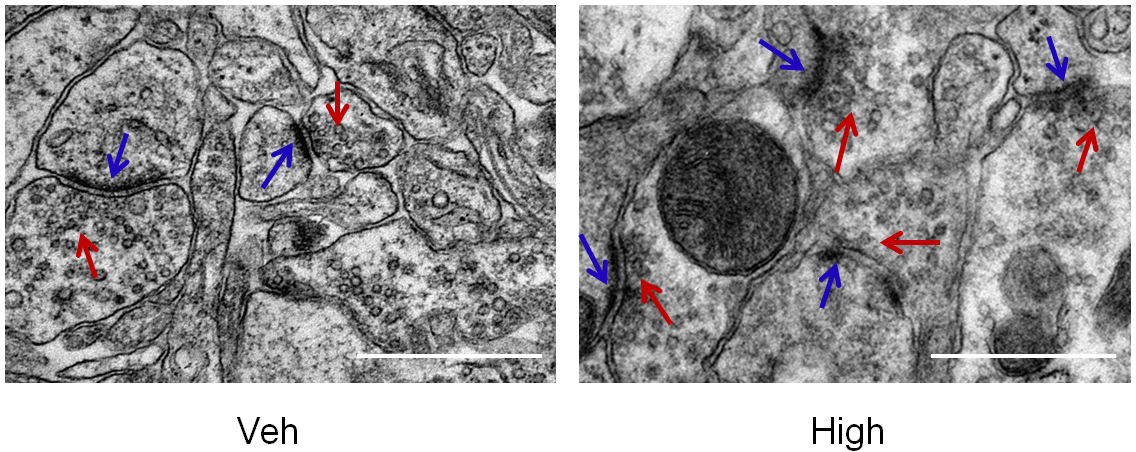

**Figure S1:** TEM observation of morphological alterations of synapse following PM2.5 exposure. Blue arrows show the postsynaptic density and red arrows show the synaptic vesicles in the hippocampus. Scale bars=500 nm. Veh=vehicle control; High=5 mg/kg PM2.5.

Additional file 1: Figure S2

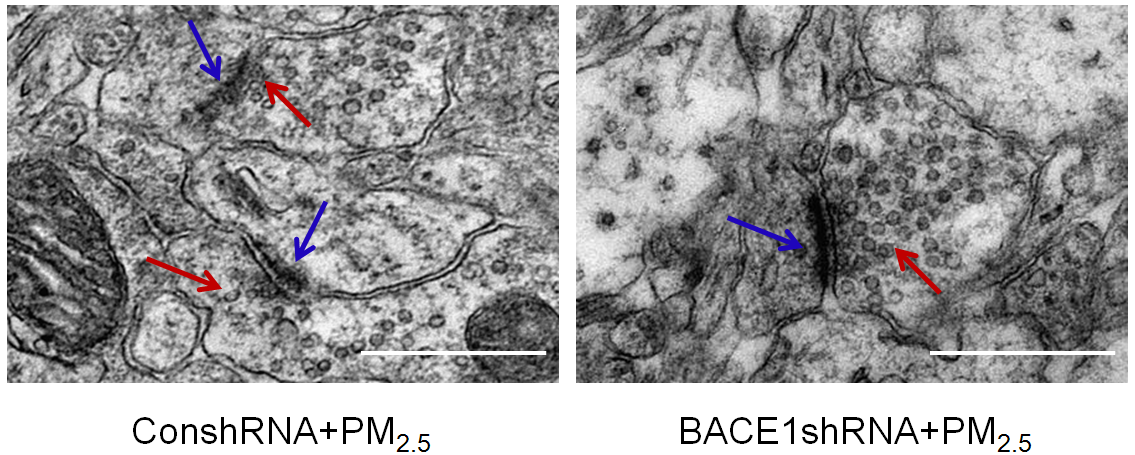

**Figure S2:** BACE1 inhibition rescues morphological alterations of synapse. Blue arrows show the postsynaptic density and red arrows show the synaptic vesicles in the hippocampus. Scale bars=500 nm.

Additional file 1: Figure S3

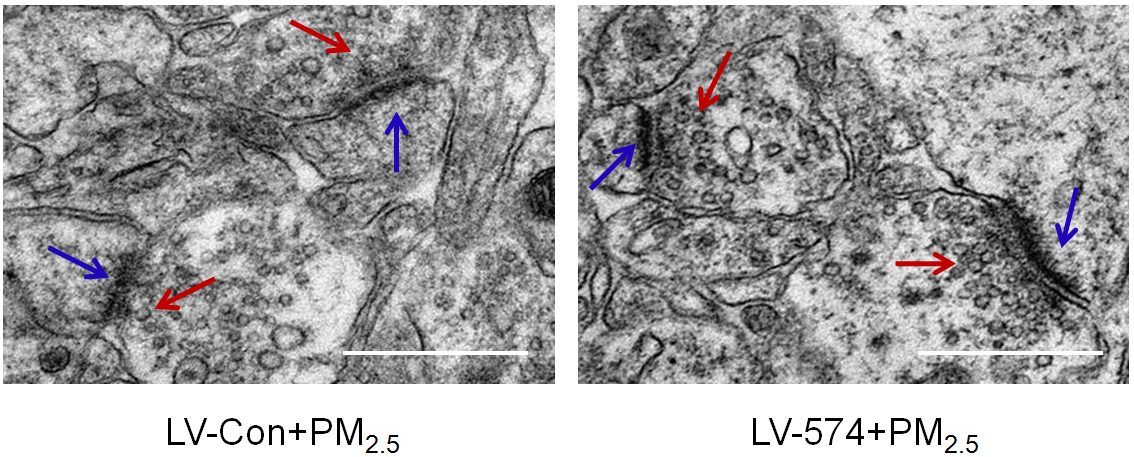

**Figure S3:** MiR-574-5p overexpression recovers morphological alterations of synapse. Blue arrows show the postsynaptic density and red arrows show the synaptic vesicles in the hippocampus. Scale bars=500 nm. LV-Con+PM2.5=LV-scramble control+PM2.5; LV-574+PM2.5=LV-miR-574-5p+PM2.5.

Additional file 1: Figure S4

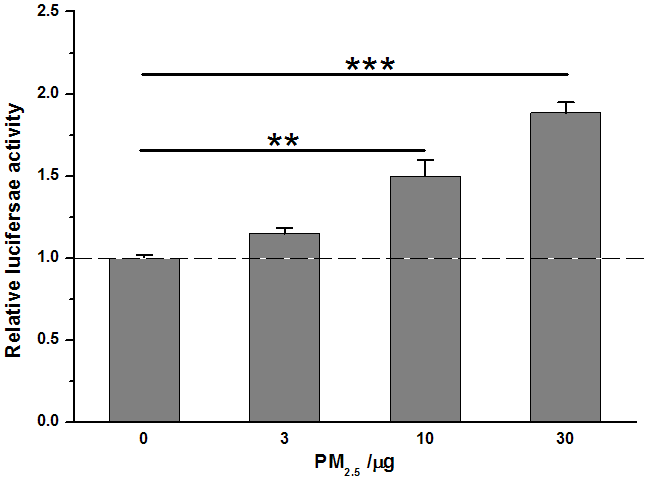

**Figure S4:** A dual-luciferase analysis of NF-κB reporter activity was detected in HEK293T cells in response to PM2.5 stimulation (*n=3*).

**Additional file 1: Table S1 Contents of PAHs, inorganic ions, carbon and elements in PM2.5 samples [1]**

| Polycyclic aromatic hydrocarbon(PAHs)  (ng/m3) | | Inorganic ions  (μg/m3) | | Carbon  (μg/m3) | | Elements  (ng/m3) | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Naphthalene (NA) | 0.222 | F- | 0.030 | OC | 45.957 | Zr | 379.798 |
| Acenaphthylene (ACL) | 0.175 | Cl- | 0.345 | EC | 15.476 | Al | 31313.131 |
| Acenaphthene (AC) | 0.451 | NO3- | 0.088 | TC | 61.432 | Sr | 141.212 |
| Fluorene (FLU) | 1.672 | SO42- | 0.282 |  |  | Mg | 13737.374 |
| Benzo[g,h,i]pyrene (BPE) | 33.465 | Na+ | 3.409 |  |  | Ti | 1143.434 |
| Indeno[1,2,3-cd]pyrene (IPY) | 31.963 | NH4+ | 6.755 |  |  | Ca | 12585.859 |
| Dibenzo[a,h]anthracene (DBA) | 9.986 | K+ | 2.031 |  |  | Fe | 2262.626 |
| Benzo[b]fluoranthene (BbF) | 54.607 | Mg2+ | 0.240 |  |  | Ba | 1301.010 |
| Coronene (COR) | 10.189 | Ca2+ | 2.336 |  |  | Li | 80.000 |
| Phenanthrene (PHE) | 8.881 |  |  |  |  | Be | 2.020 |
| Anthracene (ANT) | 1.708 |  |  |  |  | Na | 14989.899 |
| Fluoranthene (FA) | 38.023 |  |  |  |  | P | 321.212 |
| Benzo[a]anthracene (BaA) | 38.438 |  |  |  |  | K | 8222.222 |
| Chrysene (CHR) | 39.493 |  |  |  |  | Sc | 6.061 |
| Pyrene (PYR) | 26.354 |  |  |  |  | V | 45.253 |
| Benzo[a]pyrene (BaP) | 32.636 |  |  |  |  | Cr | 41.616 |
| Benzo[e]pyrene (BeP) | 31.248 |  |  |  |  | Mn | 111.554 |
| Benzo[k]fluoranthene (BkF) | 16.456 |  |  |  |  | Co | 1.374 |
|  |  |  |  |  |  | Ni | 5.051 |
|  |  |  |  |  |  | Cu | 16.845 |
|  |  |  |  |  |  | Zn | 393.939 |
|  |  |  |  |  |  | Rb | 13.131 |
|  |  |  |  |  |  | Y | 10.101 |
|  |  |  |  |  |  | Mo | 2.828 |
|  |  |  |  |  |  | Cd | 2.020 |
|  |  |  |  |  |  | Sn | 7.273 |
|  |  |  |  |  |  | Sb | 25.253 |
|  |  |  |  |  |  | Cs | 3.232 |
|  |  |  |  |  |  | La | 21.818 |
|  |  |  |  |  |  | Ce | 292.929 |
|  |  |  |  |  |  | Sm | 1.919 |
|  |  |  |  |  |  | W | 5.051 |
|  |  |  |  |  |  | Tl | 1.212 |
|  |  |  |  |  |  | Pb | 127.071 |
|  |  |  |  |  |  | Bi | 2.828 |
|  |  |  |  |  |  | Th | 8.687 |
|  |  |  |  |  |  | U | 2.828 |

Reference:

[1] Chen M, Li B, Sang N. Particulate matter (PM2.5) exposure season-dependently induces neuronal apoptosis and synaptic injuries. J Environ Sci. 2017;54:336-45.

How the deposited data were processed for this re-analysis (not part of the article)

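Hippocampal RNA of 9 mice was measured on Agilent mouse miRNA arrays (version 19.0), with 3 mice in each of the control, 1 mg/kg bw and 5 mg/kg bw groups and 1 array per mouse. The authors scanned the arrays and extracted them with Feature Extraction 10.7, which gave for each spot a mean signal, a local background, a background-subtracted (processed) signal and flags for outlier and saturated spots, and for each miRNA a detection call and a total signal, all in intensity units without normalization between arrays. They also deposited a table of log2 values with 1268 entries, of which 1247 bear the names of the mouse miRNAs. Its columns have the same upper quartile of 1.60 and the same maximum of 16.1, as quantile normalization gives. Their medians run from -3.32 to -3.29, which is the level of miRNAs that are not detected. The methods name GeneSpring 11.0, and the paper's text does not name the normalization.

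The processed signals were used. Outlier spots were left out, the spots of a probe were averaged, the probes of a miRNA were summed, each array was divided by the 75th percentile over the miRNAs detected on all 9 arrays, values under the lowest detected signal of the array were raised to it, and log2 was taken. The 424 miRNAs detected on all 3 arrays of at least 1 group were tested, 34.0% of those on the array. A linear model with the 3 groups was fitted over all 9 arrays with limma 3.58.1 in R 4.3.3, with moderated variances and Benjamini-Hochberg adjustment, which pools the spread over the groups as the comparison in the paper's statistics section does. Groups of 3 were also compared by two-sided exact permutation tests, which cannot go below p = 0.1. The slope of miR-574-5p over the groups was tested over all 1680 arrangements of the arrays. Lists of miRNAs were tested with camera (preset correlation 0.01) and fry, with adjustment over the 2 lists planned at 5 mg/kg bw and, for the other tests, over the 12 tests of 6 lists at 2 doses. The correlation of the changes at the 2 doses was set against 2000 draws with a fixed seed from the residuals, with the correlation that the shared control arrays give. These steps were tested on simulated data: in 20 simulations with 40 of 424 miRNAs changed by 1 on the log2 scale, 91.1% of these were found at an adjusted p under 0.05, and 4.91% of unchanged miRNAs had an unadjusted p under 0.05. The simulated miRNAs were drawn independently of each other. Their change was also larger than any called at 5 mg/kg bw, where the largest was 0.44. These shares therefore check the steps and do not give the power or error rate in the real arrays.

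The lists were written before the data were examined: the families that the paper names as targeting BACE1, the families it names for synaptic and cognitive impairment, the UG-repeat families, and markers of blood and of the choroid plexus. The UG-repeat families were chosen by family name, and of their tested members only miR-466i-5p and miR-669n had the repeat in a probe. The miRNAs named in the text were chosen by a rule set at the same time. They are miR-574-5p, the names printed in Fig. 6a, the miRNAs that the paper's text names where they were tested, and in each comparison the 3 largest rises and the 3 largest falls among those at an unadjusted p under 0.05 without overlap between the groups. Of the 30 tested miRNAs that the text names by family, 0 were at an unadjusted p under 0.05 at 5 mg/kg bw and 7 at 1 mg/kg bw.

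The arrays were checked for copies: the highest number of spots with the same signal between 2 arrays was 34 of 49880. Replicates with the same number were not treated as pairs, since their deviations from the group means had correlations between -0.65 and 0.74 across miRNAs. The alternatives tried were the total signal of the files, normexp background correction (offset 50), the mean over probes, 4 other scalings, 2 other filters, the deposited log2 table, the arrays of 2 groups alone, tests without moderation, array quality weights, and blocks for the replicate number and the slide, each array left out in turn, a block for the row of the slide, chosen after the positions of the arrays were seen, and the deposited log2 table with a test on 2 groups without moderation, chosen after the values were seen. The qPCR, behaviour, protein and reporter measurements of the paper were not analysed here.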

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

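Of the tests in this part, those of the splits of the arrays, of the single probes and scalings of miR-5119, of the slide row and scalings for the BACE1 list and of the slide row for the choroid plexus list were set before their results were seen. The test of the slide row for miR-5119 was chosen only after the result was seen.

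At 1 mg/kg bw, for which the paper gives no list of miRNAs, miR-5119 was the only miRNA of 424 with an adjusted p under 0.05 in limma (33 at an unadjusted p under 0.05). It was higher than the control by 1.35 on the log2 scale (standard error 0.16, adjusted p = 0.00872), on 3 of 3 arrays, and at 5 mg/kg bw it was lower, by -0.38. The difference between the doses, 5 minus 1 mg/kg bw, was -1.73 (adjusted p = 0.00131 in limma). An effect of the slide row is argued against, since with the row as a block the rise had an adjusted p of 0.0110. A single faulty probe is argued against, since all 3 of its probes rose, by at least 1.29. The scaling is argued against, since the rise was at least 1.35 under the 75th percentile of all miRNAs, the median, quantile normalization, no scaling and the deposited log2 table. Over 26 alternatives the rise lay between 0.47 and 1.93 and its adjusted p between 0.000392 and 0.352, past 0.05 in 19 of them. It was not past 0.05 with normexp background correction (0.105), the deposited log2 table (0.119), the arrays of 2 groups alone (0.0609), both tests without moderation (0.0811 and 0.352), without control replicate 2 (0.0548) or without control replicate 3 (0.0632). As 1 of the 10 splits of the 6 arrays gave as many miRNAs, the smallest number possible, chance cannot be excluded by splits. The probes are short, 12 to 14 bases, and binding of another RNA was not tested. A dose response in one direction would not give this pattern. An effect of the lower dose stays open, as does a difference between the groups of mice that the dose does not explain.

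At 1 mg/kg bw, the choroid plexus list (miR-204, miR-211 and miR-448) was higher than the control by a mean of 0.70 on the log2 scale over 5 miRNAs, of which 4 rose (over 12 tests of lists, limma camera adjusted p = 0.00386 and fry adjusted p = 0.224). The list's most abundant member, miR-204-5p, rose by 0.77 (standard error 0.28) on all 3 arrays. With the row of the slide as a block the mean was 0.29, where camera gave a p of 0.00967 and fry one of 0.420, and the row and the dose cannot be told apart for this list, because both tests disagree and 2 of the 3 arrays at 1 mg/kg bw are in row 2, away from the controls. The real split gave the largest result, 1 of 10, which is the smallest share that 3 against 3 arrays allow, so chance cannot be excluded. Its camera p was 0.000322 before adjustment, and those of the other splits ran from 0.000614 to 0.920. At 5 mg/kg bw the real split gave a camera p of 0.873 and another split one of 4.32e-06. A small camera p is thus reached for this list without the real grouping, and camera's preset correlation of 0.01 allows for little joint variation of the members. The list's level on each array is consistent with a varying share of choroid plexus in the dissected hippocampus, as a candidate source, and a response to PM2.5 stays open. The paper also lists miR-204 and miR-211 among the miRNAs of synaptic and cognitive impairment, so 4 of the 5 members are in that list too.

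At 1 mg/kg bw, the 15 tested miRNAs of the families that the paper lists as targeting BACE1, with every tested arm included, were lower than the control. Their mean was -0.076 on the log2 scale, where the median of all tested miRNAs was -0.032. Of the 15, 13 fell (over 12 tests of lists, limma camera adjusted p = 0.0573 and fry adjusted p = 0.0511), which the paper does not report. Before adjustment camera gave a p of 0.0266 and fry one of 0.00426. At 5 mg/kg bw the mean was -0.0067, and the difference between the doses was not tested for the list. With the row of the slide as a block the mean was -0.062, where camera gave a p of 0.0233 and fry one of 0.0303, which argues against the row as its source. Without scaling the mean of the list was above 0, at 0.034. Under other scalings the camera p reached 0.325 (no scaling), and it was 0.225 with quantile normalization and 0.0612 with the 75th percentile of all miRNAs. With the median of the detected miRNAs it was 0.0246 and stayed under 0.05. As only 1 of these 4 scalings kept it there, the scaling cannot be excluded as the source of a p under 0.05. The real split gave the largest result, 1 of 10, so chance cannot be excluded.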

How the results depend on the processing

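The alternatives were set before the data were examined, except the row of the slide as a block, which was chosen after seeing the positions of the arrays, and the deposited log2 table with a test on 2 groups without moderation, which was chosen after seeing the data, for the count at 5 mg/kg bw (32). The scan date was not run as a block, since it equals the slide. The slide as a block gives the same fit as leaving out 5 mg/kg bw replicate 3, which is alone on its slide, and was not run for the separation of the arrays. The arrays of 2 groups alone were not run for the correlation, whose value they leave as it is. The replicate number as a block removes the replicate means before the separation. The array quality weights were those at which the iteration stopped, short of its tolerance. The causes of the changes below were not tested unless a cause is given.

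The count at 5 mg/kg bw at an unadjusted p under 0.05 was 40 and stayed within 1.5 times this under 18 of 27 alternatives. It was 102 with the total signal of the files (92 higher), 17 with normexp, 72 with array quality weights, 120 with the slide as a block and 14 with the row as a block. Leaving out 1 array gave 21 to 120: it was 21 without control replicate 1, 5 mg/kg bw replicate 1 or 5 mg/kg bw replicate 2, and 120 without 5 mg/kg bw replicate 3. At an adjusted p under 0.05 it was 0, and 2 with the total signal of the files, 0 under the other 25. Without scaling the direction of the calls changed, from 17 higher and 23 lower to 33 and 1. The count at 1 mg/kg bw at an unadjusted p under 0.05 was 33, with 12 higher and 21 lower, and without scaling 26 and 2. It was 14 with normexp, 780 without a filter, 70 with array quality weights and 8 with the row as a block, and leaving out 1 array gave 11 (without control replicate 1) to 49, with 21 without 1 mg/kg bw replicate 2 or 3. Of the 780, 755 were miRNAs outside the 424, most of which sit at the lowest detected signal of each array. This floor averaged -6.06 on the log2 scale in the control group and -6.45 at 1 mg/kg bw. At an adjusted p under 0.05 the count at 1 mg/kg bw was 1. It was 0 with normexp, the deposited log2 table, 2 groups alone and both tests without moderation, 758 without a filter, and 0 to 1 with 1 array left out (0 without control replicate 2 or 3).

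The log2 change of miR-574-5p at 5 mg/kg bw was negative under all 28 alternatives, from -0.27 to -0.057, and kept its side of the unadjusted threshold under 19. Its adjusted p lay between 0.167 and 0.996. It did not pass with the total signal of the files (-0.057), no scaling (-0.10), no filter (-0.21), the replicate number as a block (-0.21) and the row as a block (-0.13), and with 1 array left out it ran from -0.27 to -0.16, not past the threshold without control replicate 1 or 3 or 5 mg/kg bw replicate 1 or 2. No scaling and the total signal moved the median of all miRNAs by 0.11 and 0.14, and miR-574-5p lay -0.21 and -0.20 from that median. At 1 mg/kg bw the change was negative under all 28, and passed with quantile normalization (-0.20) and array quality weights (-0.19). With 1 array left out it ran from -0.24 to -0.13 and passed without control replicate 2 or 1 mg/kg bw replicate 1. The slope over the groups was negative under all 23 alternatives. It did not pass with the total signal (-0.029), no scaling (-0.050), the dose in mg/kg (-0.033) and the row as a block (-0.059), and ran from -0.13 to -0.078 with 1 array left out, not past the threshold without control replicate 1 or 3 or 5 mg/kg bw replicate 1 or 2.

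The correlation between the doses stayed under its simulated 95th percentile under all 22 alternatives, at 0.14 to 0.71. The separation of the arrays stayed within the spread of the distances except with the total signal of the files (2.47) and, with 1 array left out, ran from -0.91 (without control replicate 1) to 1.53 (without 5 mg/kg bw replicate 3). The BACE1 list had camera's direction reversed, and its mean at 0.45 with the total signal, -0.030 with normexp, 0.11 without scaling, -0.027 without a filter and 0.0076 with the row as a block. It ran from -0.022 to 0.0021 with 1 array left out, and the direction was also reversed without control replicate 3 (0.00040). Its p passed 0.05 without a filter alone. The UG-repeat families kept camera's direction under all 25 alternatives. They did not pass with quantile normalization (mean -0.0076), no scaling (0.078), the deposited log2 table (0.13), no filter (-0.17), array quality weights (-0.0034), the replicate number as a block (-0.036) and the slide as a block (0.028). With 1 array left out the mean ran from -0.076 to 0.028, not past the threshold without control replicate 2 or 5 mg/kg bw replicate 3.

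Of 851 alternative values for 33 changes of named miRNAs past the unadjusted threshold, 840 kept their direction and 657 were also past the threshold. With the total signal of the files, the change at 5 mg/kg bw reversed to 0.043 for miR-1983, 2.65 for miR-3962, 0.19 for miR-669c-3p and 0.17 for miR-706, and at 1 mg/kg bw to 0.0075 for miR-29b-1-5p, 1.29 for miR-3962, 0.11 for miR-669c-3p and 0.14 for miR-706. With normexp the change at 5 mg/kg bw reversed to -0.012 for miR-127-5p, -0.027 for miR-325-3p and -0.042 for miR-708-5p. These are dim, and signal over background limits what can be said of them: the offset of 50 is as large as the signals of such probes.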

Differences from the paper's values

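The paper reports 20 miRNAs that differed between the control and 5 mg/kg bw at an unadjusted p under 0.05, and the value here was 40. Of the 25 alternatives set before the data were examined, 6 gave a count within 1.5 times the paper's: normexp background correction (17), no filter (30), and leaving out control replicate 1 (21), control replicate 3 (29), 5 mg/kg bw replicate 1 (21) or 5 mg/kg bw replicate 2 (21). The other 19, with counts between 34 and 120, did not. All 20 miRNAs printed in Fig. 6a passed the unadjusted threshold with the deposited log2 table and a test on the 2 groups alone without moderation, a combination chosen after the values were seen, which called 32 of the tested miRNAs and dropped 0 of the 20. In limma on the values used here 7 of the 20 did not pass it. With the deposited log2 table 16 of the 20 passed it in limma and 14 with LSD.

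The paper describes the fall of miR-574-5p as dose-dependent. It also measured this miRNA by qPCR in more mice, which was not analysed here, so the values below concern the arrays alone. The log2 signal at 5 mg/kg bw lay -0.028 from that at 1 mg/kg bw (two-sided exact permutation test, p = 0.8). The slope over the group order was past the threshold (exact permutation p = 0.0321) and that over the dose in mg/kg was not (exact permutation p = 0.107).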

Other observations

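Of the tests in this part, those of the splits of the arrays were set before their results were seen, and those of the slide row, the shared repeat, the scaling and the choice among the scalings, the other arm of the precursor, the choroid plexus, the position of the array, blood and the total signal were chosen only after the result was seen.

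The positive control spots of the array design were brighter in the PM2.5 groups, with a mean log2 signal of 12.10 in the control group, 12.27 at 1 mg/kg bw and 12.28 at 5 mg/kg bw. In row 2 they were 0.22 brighter than in row 1 (two-sided exact permutation test over 126 arrangements, p = 0.0159). The 1 mg/kg bw array in row 1 had 12.06, within the range of the controls, which is consistent with the slide row as the source on slide 1. The 5 mg/kg bw array in row 1 of slide 2 had 12.24. With the groups in the fit, the row was carried by 25 miRNAs at an unadjusted p under 0.05 (0 at an adjusted p under 0.05 in limma), and 21.2 are expected by chance. The count at 5 mg/kg bw was then 14, fewer than chance gives, with standard errors 1.22 times as large (median). The row is estimated from the 2 PM2.5 arrays in row 1 against the other 4, and with this partial overlap the row and PM2.5 cannot be told apart for this count.

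For the fall of miR-574-5p the row also stays open: row 2 lay below row 1 (exact permutation p = 0.0159), the fall with the row as a block was -0.13 (standard error 0.10), and 5 mg/kg bw replicate 3, the array of its group in row 1, lay at -1.77, under the control arrays and above those of row 2. A candidate explanation is a signal that miR-574-5p shares with other UG-repeat miRNAs. The 5 other tested miRNAs with the repeat in a probe had a median correlation with miR-574-5p of 0.78 after the group means were removed, above 99.97% of 10000 random lists of the same size, and miR-466i-5p, miR-1187 and miR-3082-5p had 0.94, 0.87 and 0.78 while miR-669n and miR-672-5p had 0.06 and -0.28. Whether they share a target on the array or vary together in the tissue was not tested. The choice among the scalings is argued against, since the fall stayed past the unadjusted threshold with quantile normalization, the 75th percentile of all miRNAs and the median of the detected miRNAs, at -0.20 or lower. Without scaling it was -0.10 and not past the threshold, while the median of all tested miRNAs rose by 0.11, so the fall is one relative to other miRNAs, and whether the unscaled level fell is left open. A lower level of the precursor would also lower miR-574-3p, its other arm, which was chosen after its values were seen. It changed by -0.25 (standard error 0.11, adjusted p = 0.511 in limma), not past the unadjusted threshold, and its correlation with miR-574-5p within groups was -0.39, which leaves this open. A response to PM2.5 stays among the open explanations.

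On the first principal component, control replicate 1 and 5 mg/kg bw replicate 3 stood apart, with lower miR-448-3p, miR-764-5p and miR-1298-5p, whose genes lie within the span of Htr2c in the RefSeq annotation of GRCm38, and higher miR-200a-3p, miR-200b-3p and miR-429-3p (names chosen after their values were seen). Both arrays, 2 of 2, had the lowest medians of the choroid plexus list among the 9, so less choroid plexus in these samples may be a candidate explanation for the former. It leaves the miR-200 family open, since 1 mg/kg bw replicate 3 had miR-200b-3p at -3.27, near the -3.24 and -3.12 of these arrays, and the highest median of the list. Both arrays are in row 1 and column 1 of their slides. The other array in column 1, 1 mg/kg bw replicate 2, lay at 2.49 on this component. It is a single array, so the position on the slide cannot be told apart from the samples.

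Among other splits of the 6 arrays into 3 and 3, of which there are 10, those with as many miRNAs at an unadjusted p under 0.05 as the real one numbered 3 at 5 mg/kg bw and 2 at 1 mg/kg bw, the real one included. For the count at an adjusted p under 0.05 they numbered 1 at 1 mg/kg bw. At 5 mg/kg bw this count was 0, which all 10 splits reach whatever their values, so the splits say nothing about it. The largest count at 5 mg/kg bw, 131, put control replicates 1 and 3 with 5 mg/kg bw replicate 3. For the camera p of a list at 5 and 1 mg/kg bw, the splits with a result as large numbered 6 and 1 for the BACE1 list, 8 and 2 for the synaptic list, 3 and 5 for the UG-repeat families, 3 and 8 for the blood list and 10 and 1 for the choroid plexus list. No share of 10 splits can go below 0.1, so chance cannot be excluded for the other counts and the lists.

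The lists had these other results, with each p adjusted over 12 tests of lists. The synaptic list (17 miRNAs) had a mean of -0.0076 and a median of 0.029 at 5 mg/kg bw, where camera's direction was upward (adjusted p = 0.623), and a mean of 0.29 and a median of 0.10 at 1 mg/kg bw, where 8 of the 17 fell (camera adjusted p = 0.00868, fry adjusted p = 0.229). The largest rises in the list, 0.43 to 1.08, were those of miR-204-3p, miR-204-5p, miR-211-5p and both arms of miR-34b and miR-34c. Of these, miR-204-3p, with the 1.08, and miR-34b-3p were detected on 1 of 3 control arrays, and miR-34c-3p on 2 of 3. The sizes of the rises of these members are therefore uncertain. The UG-repeat families had a mean of -0.076 and a median of -0.24 at 1 mg/kg bw (camera adjusted p = 0.0573, fry adjusted p = 0.229). The choroid plexus list had a mean of -0.071 at 5 mg/kg bw (camera adjusted p = 0.873). The blood list, of which 2 members were tested, had a mean of 0.33 at 5 mg/kg bw (camera adjusted p = 0.0573, and a p of 0.0334 before adjustment, fry adjusted p = 0.224) and 0.029 at 1 mg/kg bw (camera adjusted p = 0.873). The median over miR-451a and miR-144-3p of the log2 difference from the control mean ran from -0.35 to 0.23 in the control group and from 0.16 to 0.51 at 5 mg/kg bw. Blood in the samples cannot be told apart from the dose with 2 miRNAs.

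In the total signal per miRNA that the files give, between 92 and 109 of the detected miRNAs on each array were above 1.5 times the sum of their own probes. For 98.1% of these, the excess is explained by the total of the miRNA before it in name order, while miRNAs drawn at random explain at most 7.50%. This is consistent with a running sum in that column. The deposited log2 table follows the probe sums in the affected miRNAs (rank correlation at least 0.74 across miRNAs) and not the totals (at most 0.01). With this column, 22.7% of the affected miRNAs and 24.6% of the others were at an unadjusted p under 0.05 at 5 mg/kg bw. The higher count is therefore not confined to the affected miRNAs. Each array was divided by a percentile of these totals, so the running sum could also shift the others. It stays open as a source of the higher count.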
